# Integration of Transcriptional Signatures from Brain Tissue and Plasma Extracellular Vesicles of a Preclinical Tauopathy Mouse Model

**DOI:** 10.3390/ijms27115050

**Published:** 2026-06-03

**Authors:** Tanzima Tarannum Lucy, A. N. M. Mamun-Or-Rashid, Daniel C. Lee, Iliya Lefterov, Radosveta Koldamova, Nicholas Francis Fitz

**Keywords:** PS19, tauopathy, Alzheimer’s disease, extracellular vesicle, non-coding RNAs, miRNA, circRNA

## Abstract

Tauopathies, including Alzheimer’s disease, involve progressive neurodegeneration and sustained neuroinflammation. We present a multi-compartment transcriptomic atlas of 9.6-month-old PS19 tauopathy mice compared with wild-type (WT) controls (*n* = 8/group), profiling cortical mRNA, cortical non-coding RNA (ncRNA), and plasma small extracellular vesicle (pEV) ncRNA. In the PS19 cortex, mRNA sequencing identified 917 differentially expressed genes (DEGs), with microglial deconvolution revealing an association toward disease-associated microglia (DAM) gene signature and downregulation of genes involved in oxidative phosphorylation and cholesterol biosynthesis relative to WT. Cortical ncRNA profiling identified 466 differentially expressed ncRNAs, primarily circular RNAs (circRNAs; *n* = 331). In pEVs, 822 ncRNAs were differentially abundant, of which 657 circRNAs were identified in PS19 compared to WT mice. Cross-compartment integration suggest that pEV miRNA gene targets functionally mirrored genes involved in the brain’s inflammatory and metabolic failure. We identified a preliminary candidate signature of 33 ncRNAs, including miR-5114 (up in brain, down in pEV), circ_0008242 and circ_0002153 (up in brain and pEV), and circ_0007688 (down in brain and pEV), differentially enriched across both brain and periphery in PS19 compared to WT mice. These results suggest that the pEV non-coding landscape may partially reflect central tau-mediated changes in the brain transcriptional response. This study identifies circRNAs as the most numerically perturbed ncRNA class and provides a foundation for potential peripheral indicators of central brain tau pathology.

## 1. Introduction

Alzheimer’s disease (AD) and related tauopathies affect more than 55 million people worldwide, with projections estimating 150 million cases by 2050 [1]. These conditions are defined by the intraneuronal accumulation of hyperphosphorylated tau forming neurofibrillary tangles (NFTs), deposition of amyloid-beta (Aβ) plaques, progressive synaptic loss, and sustained neuroinflammation. The revised 2024 Alzheimer’s Association diagnostic criteria now define AD biologically as a continuum—moving from initial molecular changes to overt clinical dementia—which highlights the urgent need for early, accessible indicators that can track disease progression across this spectrum [2,3,4].

Tauopathies represent a heterogeneous group of neurodegenerative disorders characterized by the pathological aggregation of the microtubule-associated protein tau (MAPT) into NFTs [5,6]. Under physiological conditions, tau promotes microtubule assembly and axonal transport [7]. However, in diseases like AD and frontotemporal dementia (FTD), tau undergoes aberrant post-translational modifications, most notably hyperphosphorylation and acetylation—leading to its detachment from microtubules, loss of function, and subsequent neurotoxicity [6,8].

The P301S transgenic mouse (PS19 line) is a widely used model of primary tauopathy that expresses human tau with the P301S MAPT mutation under the murine prion protein promoter, as it recapitulates the spatiotemporal progression of tauopathy, including early synaptic loss, microgliosis, and late-stage neuronal death in their hippocampus, neocortex and entorhinal cortex [9,10,11]. By 6 months of age, these mice develop NFTs, followed by progressive neuronal loss by 9–12 months and a pronounced neuroinflammatory profile characterized by microgliosis and astrogliosis [11,12,13,14]. Transcriptomic studies using bulk RNA-seq and Weighted Gene Co-expression Network Analysis (WGCNA) have shown that the gene expression in the cortex of PS19 mice overlaps with evolutionarily conserved disease modules identified in postmortem human FTD and AD brains, reinforcing the translational relevance of this model [15,16,17].

A growing body of research has established that the transcriptomic landscape of tauopathy extends beyond protein-coding mRNAs. Non-coding RNA (ncRNA) species—including microRNAs (miRNAs), circular RNAs (circRNAs), small nucleolar RNAs (snoRNAs), small nuclear RNAs (snRNAs), and transfer RNAs (tRNAs)—are emerging as significant post-transcriptional regulators that are extensively perturbed in AD and related dementias [18,19,20]. circRNAs are abundantly expressed in the brain and enriched at synapses; their covalently closed loop structure makes them uniquely resistant to exonucleases, suggesting they may serve as stable markers of neuronal state. Recent studies using m6A-seq and circRNA-seq in Drosophila tauopathy models and induced pluripotent stem cells (iPSCs)-derived neurons have shown that tau pathology is associated with N6-methyladenosine (m6A) RNA methylation, which, in turn, regulates circRNA biogenesis and promotes neurodegeneration [21,22].

Extracellular vesicles (EVs) are lipid bilayer-enclosed nanoparticles released by CNS cells that can traverse the blood–brain barrier bidirectionally [23,24,25,26,27]. These EVs carry functional cargo, including proteins and ncRNAs, which reflect the molecular state of their cell of origin. Furthermore, the discovery of a “molecular bridge” between the brain and periphery via EVs offers a unique opportunity for non-invasive monitoring [3,23,24]. Previous work by our group has highlighted the diagnostic potential of plasma EV non-coding RNA cargos, identifying snoRNAs as potential plasma EV biomarkers for AD and demonstrating that circulating EVs are essential mediators of neuroprotective signaling and cognitive resilience [28,29,30,31]. Human clinical studies using immuno-affinity enrichment to isolate neuron-derived EVs (targeting markers like L1CAM) from the plasma samples have shown that these vesicles carry tau species and miRNAs that can discriminate between AD and controls with high accuracy [32]. Furthermore, miRNA enrichment profiles in EVs have been shown to correlate with temporal cortical thickness on MRI in patients with AD [32].

Despite these advances, several knowledge gaps persist. Most studies have focused on single compartments, and no study has simultaneously profiled the brain mRNA, brain ncRNA, and plasma EV ncRNA landscapes in the PS19 model. This hinders our understanding of how central molecular changes are reflected in peripheral biofluids. We hypothesize that tau pathology in the PS19 brain induces a coordinated ncRNA response that may be reflected in plasma EV cargo. By integrating transcriptomic data across central and peripheral compartments, we aimed to identify a convergent candidate molecular signature as peripheral indicators of tau-mediated neurodegeneration.

## 2. Results

We conducted a multi-compartment transcriptomic study using cortical brain tissue and plasma small extracellular vesicles (pEVs) from eight PS19 and eight wild-type (WT) mice (equal number of males and females, ~9.6 months old). The study design integrated protein-coding mRNA and non-coding RNA (ncRNA) sequencing data from the brain cortex, as it is already reported to show tau pathologies, i.e., NFTs, neuronal loss and brain atrophy, microgliosis and astrogliosis [2,5,6,7,11,14,33], and pEV ncRNA sequencing data to map the molecular landscape of tauopathy across central and peripheral compartments (Figure 1).

### 2.1. Cortical mRNA Differential Expression and Microglial Transcriptional Response in PS19 Mice

To investigate the primary transcriptomic alterations associated with neurodegeneration in PS19, we first profiled the cortical mRNA landscape, hypothesizing that tau accumulation triggers cell-type-specific inflammatory and metabolic shifts. Transcriptomic profiling of the prefrontal cortex identified 917 differentially expressed genes (DEGs) in PS19 mice compared to WT (568 upregulated and 349 downregulated in PS19 compared to WT; *p* < 0.05; Figure 2A and Supplementary Table S1). To determine the cellular contributions to this signature, we performed cell-type deconvolution based on our previous studies [34,35,36,37,38,39,40], which revealed that the highest number of microglia-specific genes were the most significantly affected in PS19 mice compared to WT (Figure 2B). Further analysis of microglial-specific DEGs showed an associated induction of disease-associated microglial (DAM) gene markers—including *Trem2*, *Gns*, and *Man2b1*—and a corresponding downregulation of homeostatic gene markers such as *C1qa*, *C1qc*, *Tgfbr1* and *Csf1r* in PS19 mice compared to WT (Figure 2C). This homeostatic-to-DAM transcriptional transition reflects a conserved response to neurodegeneration documented in several models, such as 5xFAD and APP/PS1 mice, using single-cell RNA sequencing and immunohistochemistry to track microglial polarization [41,42,43].

Gene Ontology (GO) enrichment analysis indicated that total genes significantly upregulated in PS19 mice compared to WT were predominantly involved in ‘Inflammatory response’, ‘Antigen presentation’, ‘Cytokine signaling pathway’ and ‘phagocytosis’, and these upregulated pathways are closely associated with each other (Figure 2D). Furthermore, Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis also showed similar inflammatory and phagocytosis pathways (Supplementary Table S1). The upregulation of genes in these pathways is consistent with the NF-κB-associated microglial signature typically identified in tau-laden cortices of PS19 mice [44]. These modules share substantial overlaps with conserved neurodegenerative disease modules identified through WGCNA co-expression analysis in PS19 and rTg4510 mice and integrated with human postmortem FTD/AD data [15,16]. Conversely, genes significantly downregulated in PS19 mice compared to WT were associated with ‘Oxidative phosphorylation’, ‘Cholesterol biosynthesis’, ‘Response to insulin’ and ‘Long-term memory’; unlike pathways associated with upregulated genes, only some of these pathways were closely associated with each other (Figure 2E). The suppression of oxidative phosphorylation represents a critical metabolic failure in PS19 compared to WT mice, likely associated with hyperphosphorylated tau-mediated impairment of mitochondrial transport as observed in various tauopathy models [4,45,46].

To validate the neuroinflammatory state, we performed immunohistochemistry (IHC) for ionized calcium-binding adapter molecule 1 (IBA1)-positive microglia in the cortex of younger mice (~6 months old, *n* = 6 per group). We observed a significant increase in the density of IBA1-positive microglia in PS19 cortex compared to WT (*p* < 0.0001; Figure 2F), providing biological confirmation of the DAM-associated transcriptomic profiles. Together, these data indicate that cortical tauopathy in the PS19 model is defined by a robust transition from homeostatic to disease-associated microglia alongside widespread downregulation of genes associated with metabolic functions compared to WT controls.

### 2.2. Characterization of the Brain Non-Coding RNA Landscape in the PS19 Mouse Model

Given the substantial alterations in mRNA expression, we next analyzed the cortical ncRNA differential abundance to assess whether they act as key post-transcriptional regulators of the observed transcriptional changes and to what extent they reflect the mRNA expression patterns presented in Figure 2. We characterized the distribution and differential expression of five major ncRNA subtypes (circRNA, snoRNA, snRNA, miRNA, tRNA) in the cortex. Annotated counts across the classes revealed the broad diversity of the detected brain ncRNA landscape (Figure 3A and Supplementary Table S2). We identified 466 differentially expressed ncRNAs in PS19 mice compared to WT (219 downregulated and 247 upregulated in the cortex of PS19 mice compared to WT; Figure 3B). circRNAs constituted most of the differentially expressed fraction (*n* = 331; 71% of total significant differentially expressed ncRNAs), highlighting them as the most numerically perturbed ncRNA class in the tauopathic brain of PS19 mice compared to WT (Figure 3C,D). We also observed significant perturbations in miRNAs (*n* = 57; Figure 3G), tRNAs (*n* = 30; Figure 3J), snoRNAs (*n* = 46; Figure 3K), and snRNAs (*n* = 2; Figure 3L) in PS19 mice compared to WT. This massive circRNA differential expression is a recently recognized feature of tauopathy, mechanistically linked to tau-induced N6-methyladenosine (m6A) RNA methylation-dependent biogenesis, a process validated using m6A-seq and circRNA-seq in Drosophila tauopathy models and human AD/FTD brain samples [21,22].

**Figure 2:**
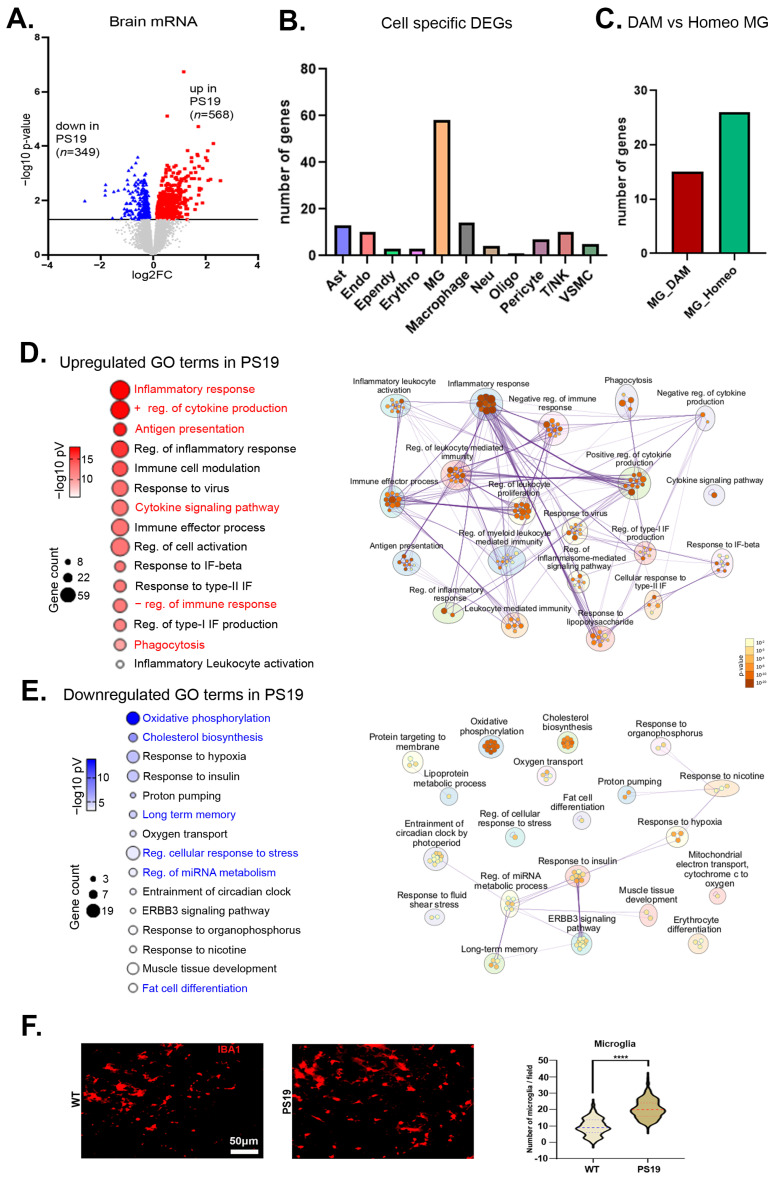
Cortical brain mRNA differential expression analysis shows upregulation of genes associated with inflammation and downregulation of genes associated with metabolism in PS19 mice compared to WT mice. Gene expression profiling was performed by RNA-seq followed by edgeR for identifying differentially expressed genes (DEGs) between cortical tissue from PS19 and WT mice. (**A**) Volcano plot showing differentially expressed cortical brain mRNAs defined by Wald test *p* < 0.05 in PS19 mice compared to WT (~9.6 months old, *n* = 8 per group); *p* < 0.05. Red, blue and gray denote significantly upregulated (*n* = 568) and downregulated (*n* = 349) DEGs and non-significant (*n* = 13,400) genes, respectively. DEG defined by raw Wald test *p* < 0.05. (**B**) Cell type-specific significant DEG distribution shows microglia-specific genes are the most significantly affected in PS19 mice compared to WT. (**C**) Bar chart showing microglial state of DEGs; both DAM and homeostatic genes were affected in PS19 mice compared to WT. (**D**,**E**) GO terms were analyzed using the Metascape [47] for the total upregulated and downregulated genes in PS19 mice compared to WT shown in (**A**). Bubble plots show GO terms for upregulated and downregulated mRNAs (**left** panels) in PS19 mice compared to WT. Bubble size represents gene count and color represents −log10(*p*-value). Enriched GO terms derived from DEGs were identified using Metascape and organized into functional modules. The resulting GO network was visualized in Cytoscape, where nodes represent enriched biological terms and node size reflects the number of associated input genes. Edges denote similarity between GO terms based on shared gene membership (kappa score > 0.3). Distinct node colors indicate separate functional clusters, highlighting modular organization within the gene set. ((**D**,**E**)-**right** panels). Immunohistochemistry data shows a significant increase in the number of ionized calcium-binding adaptor molecule 1 (IBA1)-positive microglia in the cortex of PS19 mice compared to WT. (**F**) Representative images of immunohistochemistry of IBA1 of the cortex of WT and PS19 brain sections (**left**) and violin plot showing the number of microglia per field. (~6 months old, *n* = 6 per group, equal number of male and female, four fields per section, six sections per mouse); statistical analysis was performed with unpaired *t*-test. Plots are means ± SEM. **** *p* < 0.0001.

**Figure 3:**
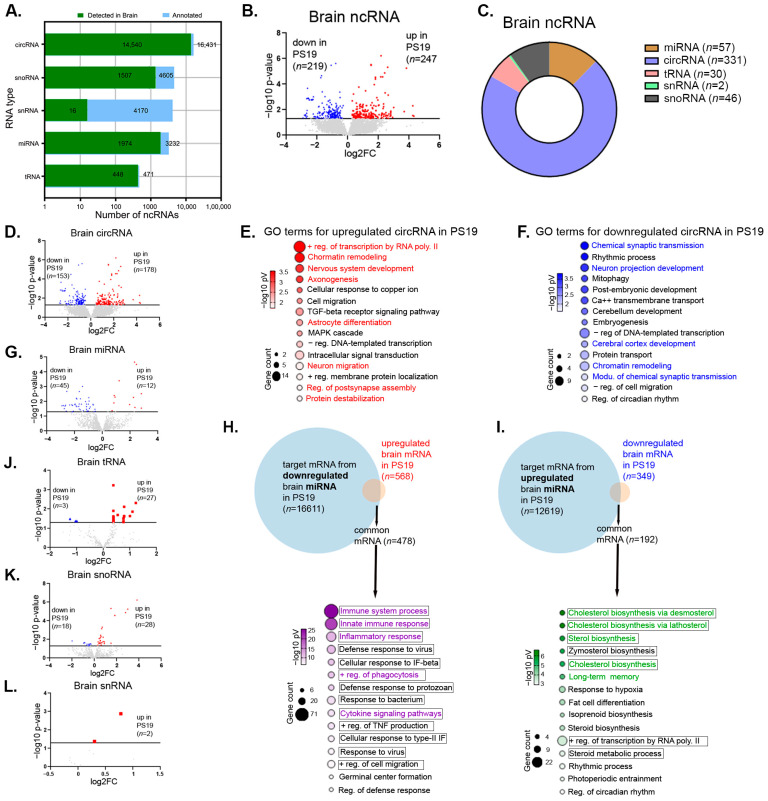
Differences in expression of cortical non-coding RNAs in PS19 mice and associated biological pathways of their host genes or predicted targets. (**A**) Bar graph shows the distribution of five ncRNA types (circRNA, snoRNA, snRNA, miRNA, and tRNA) from the cortex based on annotated counts identified with COMPSRA. (**B**) Volcano plot of differentially expressed total brain ncRNAs comparing PS19 and WT mice (247 up and 219 down in PS19 mice), (**D**) circRNAs (178 up, 153 down), (**G**) miRNAs (12 up, 45 down), (**J**) tRNAs (27 up, 3 down), (**K**) snoRNAs (28 up, 18 down), and (**L**) snRNAs (2 up) in PS19 mice compared to WT. Red, blue and gray denote significantly upregulated and downregulated differentially expressed ncRNAs and non-significant ncRNAs defined by Wald test *p* < 0.05 in PS19 mice compared to WT, respectively. The results were considered significant with *p* < 0.05. (**C**) Donut chart summarizing significantly enriched [up + down; shown in (**D**,**G**,**J**–**L**)] ncRNA subtypes detected in brain tissue shown in (**A**). (**E**,**F**) DAVID was used to generate the bubble plots of GO enrichment analysis of the host genes (obtained from circBase) of upregulated (**E**) and downregulated (**F**) circRNAs. (**H**,**I**) Integration of significantly downregulated and upregulated brain miRNA targets (obtained using TargetScan mouse) with their corresponding brain mRNA data identified in Figure 2 and Supplementary Table S1 (DEGs, up and down, respectively). Venn diagrams show common mRNAs between miRNA targets and their corresponding brain DEG lists. Bubble plots display GO terms for these common genes. Bubble size represents gene count; color represents −log10(*p*-value). Data shown upregulated or downregulated in PS19 mice compared to WT (~9.6 months old, *n* = 8 per group, equal number of male and female). Non-coding RNAs (ncRNAs), microRNAs (miRNAs), circular RNAs (circRNAs), small nucleolar RNAs (snoRNAs), small nuclear RNAs (snRNAs), and transfer RNAs (tRNAs).

GO and KEGG analysis of host genes associated with the 178 upregulated circRNAs in the PS19 cortex revealed enrichment in processes related to chromatin remodeling and transcriptional regulation, as well as neurodevelopmental programs, including nervous system development, axonogenesis, axon guidance and neuron migration (Figure 3E). These pathways are typically engaged during neuronal differentiation and synapse formation, suggesting reactivation of developmental and epigenetic programs that may reflect an attempt to maintain or reorganize neuronal identity in the context of ongoing synaptic stress. In contrast, host genes associated with the 153 downregulated circRNAs were predominantly enriched for processes directly linked to synaptic structure and function, including chemical synaptic transmission, neuron projection development, glutamatergic synapse, cerebral cortex development, chromatin remodeling, and pathways of neurodegeneration (Figure 3F). The loss of circRNAs associated with these categories points more directly to impaired synaptic signaling and neuronal connectivity in the PS19 brain cortex. Taken together, although the upregulated and downregulated circRNA-associated gene sets initially appear to highlight distinct biological themes, both converge on pathways intimately linked to synaptic integrity and neuronal plasticity, consistent with progressive synaptic dysfunction in tauopathy. To evaluate miRNA-mediated regulatory effects, we integrated predicted mRNA targets of 45 downregulated miRNAs in the PS19 cortex (*n* = 16,611) with upregulated mRNAs (*n* = 568), identifying 478 shared genes associated with immune- and inflammation-related processes, including immune system response, inflammatory response, positive regulation of phagocytosis, and cytokine signaling pathways (Figure 3H). These pathways are hallmarks of genes related to microglial activation and innate immune signaling, indicating that loss of specific miRNAs may release repression on inflammatory gene networks in the PS19 cortex. Conversely, integration of mRNA targets of 12 upregulated miRNAs (*n* = 12,619) with downregulated mRNAs (*n* = 349) revealed 192 common genes enriched for metabolic and neuronal plasticity-related processes, including cholesterol and sterol biosynthesis, isoprenoid biosynthesis, long-term memory, and regulation of transcription by RNA polymerase II (Figure 3I). These pathways are essential for membrane homeostasis, synaptic function, and transcriptional control, suggesting that increased miRNA expression contributes to the suppression of genes related to core metabolic and cognitive-supporting programs in the PS19 cortex. Together, this integrated miRNA–mRNA regulatory landscape indicates a coordinated shift toward upregulation of genes related to neuroinflammatory signaling alongside repression of genes associated with metabolic and neuronal maintenance pathways, consistent with the transcriptomic alterations observed in Figure 2D,E and Supplementary Table S1. Thus, the cortical miRNA profile may contribute to regulation of genes involved in inflammatory activation and metabolic failure in the PS19 brain. In contrast to the circRNA expression signature, which primarily reflects genes associated with synaptic dysfunction and adaptive responses to synaptic loss, miRNA-mediated regulation appears to operate upstream by reshaping immune and metabolic gene networks that potentially could exacerbate neuronal vulnerability during tauopathy progression.

To investigate the regulatory landscape of circRNA-mediated gene expression, a comprehensive competing endogenous RNA (ceRNA) network was constructed based on brain circRNA–miRNA–mRNA interactions. Within this network, 341 differentially expressed genes (DEGs) were identified as participating in significant ceRNA regulatory triads, defined as more than 20 interaction connections, indicating high regulatory centrality (and Supplementary Table S3 and Supplementary Figure S1).

To further characterize the biological relevance of these genes, GO and KEGG pathway enrichment analyses were performed separately for upregulated and downregulated mRNAs derived from brain tissue (and Supplementary Table S3 and Supplementary Figure S1). The enriched GO terms and pathways displayed substantial overlap with those identified in the previous analyses of brain mRNA expression, miRNA targets, and circRNA-associated regulatory modules shown in Figure 2 and Figure 3. Importantly, the convergence of functional enrichment results across these independent datasets suggests a coordinated regulatory mechanism, whereby circRNAs influence gene expression through miRNA sponging effects within the ceRNA network. These findings provide additional evidence supporting the functional significance of circRNA–miRNA interactions in modulating key biological pathways in the brain. Lastly, the ceRNA network situates several miRNAs (miR-3059-3p, mir-5114, mir-5126, mir-155-5p) as potenital regulators of genes important in inflammatory response and metabolic activity.

### 2.3. Physical and Molecular Characterization of EVs Isolated from Plasma of PS19 and WT Mice

To assess whether central molecular perturbations are reflected in peripheral biofluids via ncRNAs, we performed physical and molecular characterization of pEVs, hypothesizing that their cargo may reflect aspects of the brain’s transcriptomic state. We isolated EVs from 200 μL of mouse plasma from both PS19 and WT mice using Total Exosome Isolation (TEI) workflow precipitation method described. Microfluidic Resistive Pulse Sensing (MRPS) analysis using the Spectradyne nCS2 confirmed a characteristic size distribution with a peak between 65 and 200 nm, with no significant difference between WT and PS19 groups, aligning with MISEV2023 guidelines for defining small EV fractions [27] (Figure 4A). Total particle concentration was not different between groups with approximately 1 × 10^12^ particles/mL, and no significant differences were observed in distribution metrics D10, D50, or D90 (indicate the size below which 10%, the median particle size, and the size below which 90% of the particles fall, respectively) between WT and PS19 groups (*p* > 0.05; Figure 4B,C). This consistency aligns with clinical findings where pEV concentration remains stable while molecular cargo could change significantly in neurodegenerative diseases [48,49].

Western blot analysis (*n* = 4 per group) confirmed the presence of canonical tetraspanin markers CD63 and CD81, with intensity quantification showing no significant difference in abundance between WT and PS19 pEV lysates, consistent with findings in other tau-transgenic mouse models [50,51]. The absence of Calnexin confirmed the purity of the preparations and the exclusion of intracellular contaminants (Figure 4D). The stable physical characteristics of these pEVs across groups established a reliable baseline for the subsequent analysis of changes in their disease-associated molecular cargos.

We should note that while the precipitation-based isolation method provided a high particle yield comparable with ultracentrifugation, contamination with plasma albumin or lipoproteins was unavoidable but this did not interfere with the downstream analysis.

### 2.4. Detailed Profiling of ncRNA Cargo from EVs Isolated from Plasma of PS19 and WT Mice

Following physical and molecular validation of pEVs, we next profiled their ncRNA cargo to assess whether circulating EVs reflect molecular alterations observed in the PS19 cortex when compared to WT. 

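Plasma of 8 PS19 mice, which carry a human tau transgene, and 8 WT mice of about 9.6 months was used, with 200 µL plasma and 1 small RNA library per mouse. The pEVs were isolated by precipitation, and the small RNA libraries were sequenced from a single end. The authors aligned the reads with STAR, assigned them to annotated ncRNAs with COMPSRA, which keeps separate annotations for circRNAs, miRNAs, tRNAs and small RNA genes, and deposited for each ncRNA the count divided by the library's DESeq2 size factor. The values of each library were whole multiples of its smallest positive value in 100% of cases, so the whole reads behind them were recovered. The libraries held between 66767724 and 107372555 reads assigned to ncRNAs in PS19 (median 79553643) and between 36220722 and 117583663 in WT (median 96868790). The total did not differ between the genotypes by more than the spread between mice (two-sided exact permutation test, p = 0.267). Of the 15159 ncRNAs listed, 4096 had values identical to those of another ncRNA in all 16 libraries, and with 1 ncRNA kept per such set the totals ranged from 31153639 to 96831631. tRNAs took a median of 99.1% of the assigned reads over the 16 libraries. The tRNA share was 98.9% ± 0.769 (SD, n = 8) in PS19 and 97.8% ± 2.96 (SD, n = 8) in WT (exact permutation test, p = 0.384). The miRNA share was 0.717% ± 0.628 (SD, n = 8) in PS19 and 1.73% ± 2.44 (SD, n = 8) in WT (exact permutation test, p = 0.311), and the circRNA share was 0.288% ± 0.126 (SD, n = 8) and 0.346% ± 0.400 (SD, n = 8), respectively (exact permutation test, p = 0.820). None of these shares differed by more than the spread between mice.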

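The size factors, recovered as the inverse of the value of 1 read, ran from 0.261 in PS19 replicate 4 to 2.57 in WT replicate 5, so that 1 read was worth between 0.389 and 3.83 normalized counts. All PS19 library names begin with the same letter, whereas the WT names begin with 3 different letters, and only 2 WT libraries share the letter of the PS19 libraries. Among the libraries with that letter (8 PS19, 2 WT), the difference between PS19 and WT was -0.407 percentage points in the circRNA share (exact permutation p = 0.356) and -3.32 in the miRNA share (exact permutation p = 0.267). These differences rest on WT replicate 2, with a circRNA share of 1.26% and a miRNA share of 7.51%. WT replicate 4, the other WT library of that letter, had 0.129% and 0.556%, under the PS19 means of 0.288% and 0.717%. With 2 WT libraries of that letter, the letter and the genotype can be told apart only in part. For the values given beside the conclusions on pEVs, log2(normalized count + 1) was compared between the genotypes with limma's two-sided moderated test for every ncRNA with at least 1 read, at the raw p threshold of 0.05 that the study used, and fold changes are on this scale, which understates the change of rare ncRNAs. A share of 3 reads, taken as the smallest that can be seen, was between 2.55e-06% and 8.28e-06% of a library. Such limits cover counting error only, since reads amplified by PCR are not independent molecules.

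**Figure D1:**
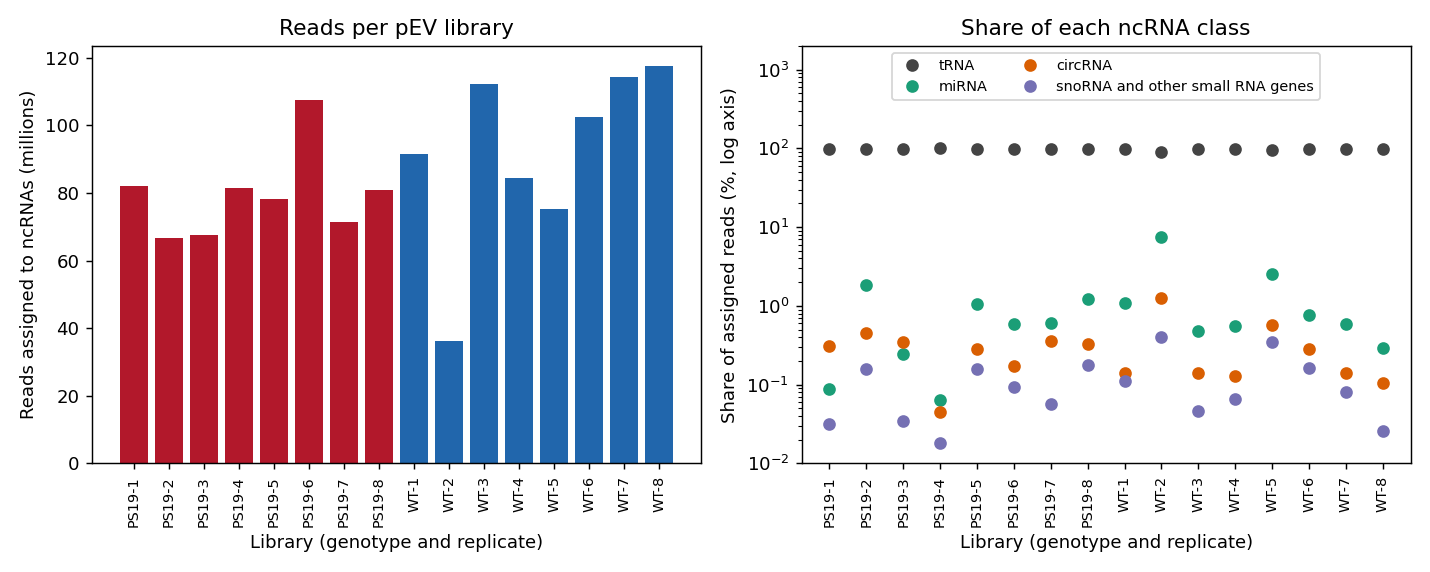
Reads assigned to ncRNAs in each pEV library (left), and the share of these reads in each ncRNA class, in percent on a log axis (right), for 8 PS19 and 8 WT mice. Bars and points are single libraries, and WT replicate 2 has the lowest total, 36220722 reads, and the highest miRNA share, 7.51%.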

Annotation of pEV ncRNA subclasses detected total 15,157 ncRNAs (Figure 5A and Supplementary Table S4), and among them, 822 were differentially enriched ncRNAs in PS19 mice compared to WT (581 upregulated and 241 downregulated; Figure 5B). 

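The deposited values list 15159 ncRNAs, namely 12658 circRNAs, 1247 miRNAs, 433 tRNAs and 821 snoRNA and other small RNA genes. Abundance was low for most of them. The median ncRNA had 28 reads over the 16 libraries together, and 4523 ncRNAs (29.8%) had fewer than 10. With limma, 735 ncRNAs had a raw p under 0.05, of which 412 were higher and 323 lower in PS19 than in WT. Over 100 splits of the libraries into 8 and 8 that part all same-numbered pairs, the real split included, limma gave a median of 527 ncRNAs, and 28 splits gave at least 735. After Benjamini-Hochberg adjustment over all ncRNAs, 0 passed 0.05, and the smallest adjusted p from limma was 0.829. The alternatives that moved the number most were edgeR's quasi-likelihood test on the recovered reads, with 2295 ncRNAs, and a filter on abundance. That filter, a mean normalized count of at least 10, kept 2625 ncRNAs for testing. Of these, 230 passed with limma, against up to 131 at a nominal rate of 0.05 if none differed. The calls under this filter were not set against other splits. DESeq2, the tool that the study names, gave 822 ncRNAs on the recovered reads, 581 higher and 241 lower, which are the numbers in the authors' deposited table, and 458 of the limma calls were among them. In the libraries that share the letter of the PS19 names, limma gave 644 ncRNAs, 139 higher and 505 lower, and 149 of them were among the 735. Taking each ncRNA on its own, an exact permutation test of the 8 PS19 against the 8 WT libraries gave a p under 0.05 for 600 ncRNAs. At a nominal rate of 0.05, up to 758 ncRNAs would pass if none differed. This is an upper limit only, since the splits above gave a median of 527 with limma. That 735 and 600 lie under 758 therefore does not show fewer calls than chance gives.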

As in the cortex, circRNAs represented the dominant differentially abundant species (*n* = 657; ~80%), with a bias toward upregulation (518 circRNAs) in PS19 pEVs compared to WT (Figure 5C,D). 

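Of the 12658 circRNAs tested with limma, 564 passed the raw threshold, with 367 (65.1%) higher and 197 lower in PS19 than in WT. The median log2 fold change of all circRNAs was 0.02. With each library divided by its total in place of the authors' factors, 133 of 323 circRNAs (41.2%) were higher, and with factors from miRNAs only, 658 of 752 (87.5%). In the libraries whose names share the letter of the PS19 names, 74 of 457 circRNAs (16.2%) were higher and 383 lower, while the median log2 fold change of all circRNAs there was 0.16. The share of calls that were higher in PS19 thus moved with the scaling. The fit of the libraries with that letter cannot show whether the direction holds, since few WT libraries carry the letter. Splits of the WT libraries alone, with no difference in genotype, gave between 50.8% and 98.0% of circRNA calls in one direction with limma. The 367 circRNAs had 357 distinct read profiles. They fell into 262 groups when circRNAs with a Pearson r above 0.99 between their reads were joined, and the largest group held 55 circRNAs. Counting the authors' deposited table, the 657 circRNAs with a raw p under 0.05 had a median of 137 reads over the 16 libraries, and in 158 of them a single library held more than 50% of the summed normalized counts.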

Significant alterations were also observed in other ncRNA classes, including miRNAs (10 upregulated, 28 downregulated; Figure 5G), snoRNAs (6 upregulated, 74 downregulated; Figure 5J), and tRNAs (47 upregulated; Figure 5K), indicating broad but class-specific remodeling of the pEV ncRNA landscape in PS19 mice compared to WT.

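Among the other classes, 74 of 1247 miRNAs passed the raw threshold with limma, 11 higher and 63 lower in PS19. Of the 433 tRNAs, 31 passed, all higher, with 17 distinct read profiles. Of the 821 snoRNA and other small RNA genes, 66 passed, 3 higher and 63 lower, with 3 and 29 distinct read profiles, respectively. With each library divided by its total, 1 was higher and 63 lower. With factors from miRNAs only, 20 passed, of which 14 were higher and 6 lower, while the median log2 fold change of the class was -0.04, against -0.19 with the authors' factors. The names matched GENCODE genes of GRCm38 typed as snoRNA in 573 cases and as snRNA in 247. The lower calls were all genes with Gm symbols, and 46 of the 63 lay on chromosome 7 between 59391690 and 59617690. Gm24100 (chromosome 7, 59598904 to 59598982, minus strand, in an intron of Snhg14) had 12 reads in PS19 and 84 in WT over 8 libraries each. No PS19 library had more than 3 reads of it, so its fold is a limit: against the 4.01 normalized counts that 3 reads are worth on average in PS19, the WT mean of 9.31 ± 7.90 (SD, n = 8) was higher by at least 1.21 on the log2 scale. The difference on the log2(normalized count + 1) scale was -1.71 (standard error 0.597, limma p = 0.00815, exact permutation p = 0.0110). In the WT libraries that share the letter of the PS19 names, Gm24100 had 1.65 and 3.09 normalized counts, against a PS19 mean of 2.44. For Gm24100 the genotype thus cannot be told apart from the letter. In the libraries with that letter, 2 genes of the class were higher and 25 lower with limma. The median log2 fold change of the class was 0.12 there, against -0.19 over all libraries. When genes with a Pearson r above 0.99 between their reads were joined, the 63 fell into 16 groups, the largest with 42. Gm22252 (chromosome 7, 59525899 to 59525977, also in an intron of Snhg14) had 1 read in PS19 and 21 in WT, and Gm26293 (chromosome 1, 59692509 to 59692592, within Nop58) had 0 and 7. No fold is given for these genes, since every PS19 library was at or under 3 reads and the WT means, 2.39 and 0.647 normalized counts, lay under the 4.01 of PS19. For tRNAs the smallest p belonged to tRNA-Cys-GCA-15-1, with 74.3 ± 178 normalized counts in PS19 and 0.558 ± 0.813 in WT (SD, n = 8 each), and a log2 fold change of 2.90 (standard error 0.905, limma p = 0.00352, exact permutation p = 0.0140). A single PS19 library held 375 of its 461 PS19 reads. tRNA-Ala-TGC-5-1, whose values were identical to those of other tRNAs in a set of 3, had a log2 fold change of 2.13 (standard error 0.794, limma p = 0.0122, exact permutation p = 0.0261). PS19 replicate 3 held 152 of its 185 PS19 reads. The log2 fold change of tRNA-Ala-TGC-6-1 was 2.10 (standard error 0.794, limma p = 0.0134, exact permutation p = 0.0491). Of the 47 tRNAs that the authors' deposited table calls higher, 30 passed the raw threshold with limma and 7 had an exact permutation p under 0.05. With the log2 miRNA share of each library as a covariate, 4 tRNAs passed, 1 of them higher. The paper reads the numbers of calls by class as a sign that the pEV ncRNA landscape is remodelled broadly but by class in PS19 mice.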

Functional enrichment analysis of host genes associated with upregulated circRNAs in PS19 pEVs highlighted pathways related to chromatin remodeling and transcriptional regulation, as well as neuronal and synaptic processes, including learning, axon guidance, axonogenesis, postsynaptic receptor localization, and neuron projection development (Figure 5E). These terms are central to synaptic organization and plasticity, suggesting that circRNA cargo within pEVs captures neuronal responses to synaptic stress. 

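The host genes of the circRNAs were not analysed here. The 3 circRNAs with the smallest limma p were higher in PS19. circ_0011799 had 36.0 ± 38.0 normalized counts in PS19 and 2.67 ± 3.98 in WT (SD, n = 8 each), a log2 fold change of 3.04 (standard error 0.686, limma p = 0.000148, exact permutation p = 0.00218). circ_0004098 had 129 ± 234 and 7.91 ± 3.95, with a log2 fold change of 2.55 (standard error 0.658, limma p = 0.000638, exact permutation p = 0.000466). Its highest PS19 value, 690 normalized counts in PS19 replicate 4, came from 180 of its 556 PS19 reads. Without each library in turn, its log2 fold change stayed between 2.00 and 2.82. circ_0004172 had 62.5 ± 138 and 3.17 ± 4.89, with a log2 fold change of 2.95 (standard error 0.766, limma p = 0.000659, exact permutation p = 0.00342), and PS19 replicate 3 alone had 294 of its 401 PS19 reads. All 3 passed the raw threshold in each of the 16 fits that left out 1 library. Of the 518 circRNAs that the authors' deposited table calls higher in PS19, 272 passed with limma and 227 had an exact permutation p under 0.05. Their limma log2 fold changes ran from 0.06 to 3.65 with a median of 1.27, all in the same direction as in the table.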

Notably, this signature closely mirrors the enrichment profile of upregulated circRNAs in the PS19 cortex (Figure 3E and Supplementary Table S2), supporting the idea that circulating pEV circRNAs reflect central synaptic remodeling and degeneration-associated responses in tauopathy. 

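In pEVs, 139 circRNAs are lower in PS19 at a raw p under 0.05 in the authors' deposited table. All 139 were lower with limma too, with log2 fold changes between -2.62 and -0.31 and a median of -1.17. limma gave 74 of them a raw p under 0.05, and 78 had an exact permutation p under 0.05. They had a median of 116 reads over the 16 libraries, and 2 had an adjusted p under 0.05 in the deposited table, against 91 of the higher circRNAs.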

GO analysis of host genes associated with downregulated circRNAs in PS19 pEVs revealed enrichment for pathways involved in synaptic organization and maintenance, including synaptic transmission, synapse assembly, and regulation of axonogenesis, alongside chromatin remodeling (Figure 5F). The coordinated loss of circRNAs linked to these processes is consistent with impaired synaptic integrity and mirrors the functional signature observed for downregulated circRNAs in the PS19 cortex compared to WT (Figure 3F and Supplementary Table S2).

Notably, downregulated circRNAs host genes were associated with protein K48-linked ubiquitination, highlighting disruption of genes important in the proteostatic machinery of PS19 mice. K48-linked ubiquitin chains serve as the canonical signal for proteasomal degradation, a pathway that is perturbed by toxic tau species, leading to impaired protein clearance. This finding aligns with evidence from Drosophila tauopathy models and Alzheimer’s disease postmortem brain tissue, where tau-associated proteasome dysfunction contributes to synaptic and neuronal degeneration [52,53,54,55]. Together, these data suggest that pEV circRNAs serve as an indicator of not only synaptic decline but also proteostasis defects that are central to tau-mediated neurodegeneration.

Integration of pEV miRNA gene targets with cortical mRNA expression revealed a functional and statistical concordance between circulating pEV-associated ncRNAs and brain mRNA transcriptome. 

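Among pEV miRNAs, those with the smallest limma p were lower in PS19. miR-1970 (Mir1970, chromosome X, 135786114 to 135786217 of GRCm38, minus strand, opposite to an intron of Gprasp1) had 7 reads in 3 of 8 PS19 libraries and 81 reads in all 8 WT libraries. Its log2 fold change was -2.27 (standard error 0.574, limma p = 0.000518, exact permutation p = 0.00124). miR-130b-3p (Mir130b, chromosome 16, 17124061 to 17124142, minus strand, in an intron of 2610318N02Rik) had 10 reads in 2 PS19 libraries and 71 in all 8 WT libraries, with a log2 fold change of -2.19 (standard error 0.558, limma p = 0.000570, exact permutation p = 0.00124). Of the 28 miRNAs that the authors' deposited table calls lower, 25 passed the raw threshold with limma and 24 had an exact permutation p under 0.05. Their limma log2 fold changes lay between -2.27 and -0.73, and 3 had an adjusted p under 0.05 in that table. The total of reads per miRNA ran from 24 to 1072243, and 4 of the 28 had no read in any library of one genotype. The predicted targets were not analysed here.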

Predicted mRNA targets of 28 downregulated miRNAs from PS19 pEVs compared to WT (*n* = 16,270) overlapped with 454 upregulated mRNAs in the PS19 cortex and were enriched for genes associated with immune-related pathways, including immune system response, inflammatory response, regulation of phagocytosis, and cytokine signaling (Figure 5H). This pathway enrichment closely mirrors the regulatory signature observed for downregulated cortical miRNAs intersecting with upregulated mRNAs in PS19 mice (Figure 3H and Supplementary Table S2). Conversely, predicted mRNA targets of 10 upregulated miRNAs from PS19 pEVs (*n* = 10,436) intersected with 165 downregulated cortical mRNAs, revealing enrichment for genes associated with metabolic and transcriptional pathways such as cholesterol and steroid biosynthesis, isoprenoid biosynthesis, and regulation of transcription by RNA polymerase II (Figure 5I and Supplementary Table S4). These functional categories directly recapitulate the GO terms identified for upregulated cortical miRNAs and downregulated mRNAs in the PS19 cortex (Figure 3I and Supplementary Table S2). 

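The 10 miRNAs that the authors' deposited table calls higher in PS19 had limma log2 fold changes between 0.74 and 2.94, with a median of 1.36. Of these, 6 passed the raw threshold with limma and 3 had an exact permutation p under 0.05. In 3 of the 10, a single library held more than 50% of the summed normalized counts. Totals over the 16 libraries ran from 15 to 144830 reads, and 2 of the 10 had an adjusted p under 0.05 in the deposited table.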

Collectively, these data indicate that the ncRNA cargo of circulating pEVs—particularly miRNAs—serves as a potential peripheral marker of the metabolic suppression and inflammatory activation occurring in the tauopathic brain [56,57,58,59,60,61,62]. Together with the circRNA findings, these results suggest that pEV ncRNA profiles encode a functional candidate signature that may reflect brain inflammatory and metabolic landscape of PS19 mice compared to WT mice, supporting their potential utility as potential peripheral indicators of central tau neurodegeneration.

### 2.5. Integration of Functional Analysis of ncRNAs in Brain and EVs from PS19 Compared to WT Mice

Network-based analysis of significantly differentially changed ncRNAs (excluding the uncharacterized GM subtypes) revealed a highly coordinated relationship between ncRNAs from cortical brain tissue (green nodes) and circulating pEVs (blue nodes) across groups (Figure 6A and Supplementary Table S5). The resulting correlation network was dominated by negative correlations (blue edges), indicating that changes in cortical ncRNA expression levels were inversely related in pEV ncRNA cargos, while positive correlations (red edges) were less frequent. 

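The pEV levels of miR-203 and miR-487b were lower in PS19 than in WT. The precursor entry miR-203 (Mir203, chromosome 12, 112130880 to 112130955 of GRCm38, plus strand, outside other annotated genes) had 6.39 ± 3.18 normalized counts in PS19 and 15.1 ± 9.72 in WT (SD, n = 8 each), a log2 fold change of -1.06 (standard error 0.487, limma p = 0.0380, exact permutation p = 0.0103). The mature miR-203-3p had 125 ± 87.9 and 274 ± 147 normalized counts, a log2 fold change of -1.37 (standard error 0.545, limma p = 0.0180, exact permutation p = 0.0221). It passed in all 16 fits that left out 1 library, and the precursor entry in 8 of them. miR-487b-3p (Mir487b, chromosome 12, 109727333 to 109727414, plus strand) had 0 reads in all 8 PS19 libraries. The WT libraries held 26 reads, of which 17 came from WT replicate 1 and 0 from WT replicates 2 and 4. These 2 are the WT libraries whose names share the letter of the PS19 names, so among the libraries with that letter miR-487b-3p had 0 reads in both genotypes, and for it the genotype cannot be told apart from the letter. In those libraries the log2 fold change was -0.34 for the precursor entry (mmu-mir-203) and -1.50 for miR-203-3p, and neither passed 0.05 with limma. No fold is given for miR-487b-3p, since its WT mean of 3.85 ± 7.32 normalized counts (SD, n = 8) was under the 4.01 that 3 reads are worth on average in PS19. Its difference on the log2(normalized count + 1) scale was -1.38 (standard error 0.520, limma p = 0.0134, exact permutation p = 0.00699). In the paper's Table S5, which pairs cortical with pEV ncRNAs, pEV entries of miR-203 occur in 18 pairs with an absolute rho of at least 0.75 and those of miR-487b in 12, all with a negative rho. Over all pairs at that threshold, the paper's Table S5 lists 988 with a positive and 588 with a negative rho, and 0 pairs with cortical miR-203 or miR-487b. The paper's network also leaves out Gm entries and nodes with few interactions, so these numbers do not give the balance of its edges. The cortical values behind these pairs were not analysed here.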

Within this network, miR-203 and miR-487b emerged as central hub nodes, positioning them as key mediators of brain–periphery communication. The strong negative correlation of these miRNAs between cortex and pEVs suggests that their peripheral abundance may serve as a surrogate biomarker of ncRNAs that regulate genes important in the brain inflammatory state, highlighting specific ncRNA clusters as potential non-invasive ‘liquid biopsy’ candidates for neurodegenerative conditions.

To further assess brain contributions of pEV miRNA cargos, we compared highly expressed cortical miRNAs (average expression > 500 CPM; *n* = 185) with 38 significantly differentially abundant pEV miRNAs, identifying 11 miRNAs that are highly expressed in brain and differentially abundant in pEVs of PS19 mice compared to WT (Figure 6B and Supplementary Table S6). 

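All 11 miRNAs of Fig. 6B were lower in PS19 pEVs, with limma log2 fold changes between -2.10 and -0.73. The raw p from limma was under 0.05 for 9 of them and the exact permutation p for all 11, whereas 1, miR-335-3p, had an adjusted p under 0.05 in the authors' deposited table. edgeR on the recovered reads gave a raw p under 0.05 to miR-335-3p, miR-300-3p and miR-143-3p, and one between 0.0506 and 0.161 to the rest. Totals over the 16 libraries ran from 111 to 1072243 reads. miR-335-3p (Mir335, chromosome 6, 30741299 to 30741396 of GRCm38, plus strand, in an intron of Mest) had 7.76 ± 7.56 normalized counts in PS19 and 27.3 ± 11.5 in WT (SD, n = 8 each), a log2 fold change of -2.10 (standard error 0.547, limma p = 0.000693, exact permutation p = 0.000777). Without each library in turn the log2 fold change stayed between -2.38 and -1.85. miR-126a-3p (Mir126a, chromosome 2, 26591357 to 26591429, plus strand, in an exon of Egfl7) had 1293 ± 563 and 2042 ± 590 normalized counts, a log2 fold change of -0.75 (standard error 0.419, limma p = 0.0849, exact permutation p = 0.0169), and miR-30e-3p a log2 fold change of -0.73 (standard error 0.434, limma p = 0.106, exact permutation p = 0.0389). The other 8 were miR-676-3p, miR-300-3p, miR-203-3p, miR-143-3p, let-7c-5p, let-7b-5p and the precursor entries let-7c-1 and let-7c-2, all of them lower with limma under each scaling tried. This holds for the direction only. Neither miR-203-3p nor miR-676-3p passed 0.05 with library totals or with factors from miRNAs only. The 294 miRNAs with a mean normalized count of at least 10 had a median log2 fold change of -0.65 with the authors' factors. For miR-300-3p no PS19 library had more than 3 reads, and the WT mean of 8.80 ± 9.63 normalized counts (SD, n = 8) was higher than the 4.01 of that limit by at least 1.13 on the log2 scale.

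**Figure D2:**
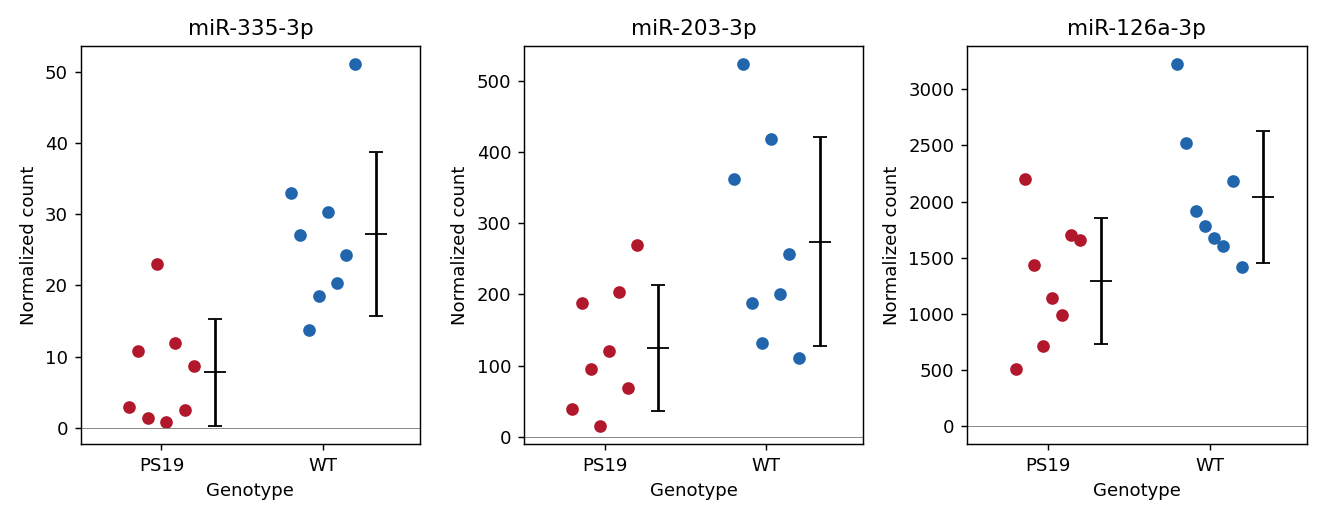
Normalized counts of 3 of the miRNAs of Fig. 6B in pEVs, one panel per miRNA. Points are the 8 PS19 and 8 WT libraries, and the bars beside them give the mean and SD; the means of miR-335-3p are 7.76 and 27.3, and the genotypes overlap in every panel.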

Notably, this group included miR-203-3p, reinforcing its role as a brain-derived mediator of peripheral signaling, consistent with its central hub node in Figure 6A and Supplementary Table S5.

Functional annotation of 437 shared target mRNAs derived from downregulated miRNAs in the cortex (*n* = 16,611) and pEVs (*n* = 16,270), intersected with 568 upregulated cortical mRNAs, revealed consistent enrichment of genes associated with immune-related processes, including immune system response, inflammatory response, cytokine signaling pathways, and regulation of phagocytosis across both compartments (Figure 6C and Supplementary Table S6). In contrast, 133 shared target mRNAs associated with upregulated miRNAs in the cortex (*n* = 12,619) and pEVs (*n* = 10,436), intersecting with 349 downregulated cortical mRNAs, were enriched with genes associated with pathways related to cholesterol and sterol biosynthesis, positive regulation of transcription by RNA polymerase II, and long-term memory (Figure 6D). Together, these analyses suggests that ncRNA abundance patterns in circulating pEVs may partially reflect the transcriptional responses associated with inflammatory activation and metabolic repression observed in the PS19 brain compared to WT. This convergence across compartments further supports the concept that pEV ncRNA profiles—particularly miRNA networks—serve as peripheral indicators of brain pathological processes during tauopathy.

### 2.6. Shared ncRNA Signatures Between the Brain and pEV of PS19 Mice Compared to WT

Finally, we integrated transcriptomic datasets across cortical tissue and circulating pEVs to identify convergent molecular signatures and assess the capacity of pEV-derived ncRNAs to reflect central tauopathy-associated changes. This analysis revealed a discrete shared signature of 33 ncRNAs that showed significant differential expression in the brain and differential abundance in pEVs of PS19 mice compared with WT (Figure 7). This overlapping signature was overwhelmingly dominated by circRNAs (32 of 33), most of which exhibited concordant differentially enrichment in both brain and pEVs. 

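In limma's fit of the pEV libraries, 31 ncRNAs with a raw p under 0.05 were also among the 466 ncRNAs that the paper's Table S2 lists at a raw p under 0.05 in the cortex, and DESeq2 on the recovered reads gave 33. Of these 33, 21 passed the raw threshold with limma and 20 had an exact permutation p under 0.05, and 10 had an adjusted p under 0.05 in the authors' deposited table. All 33 had the same direction with limma as in that table. Totals ran from 20 to 14512 reads over the 16 libraries, with a median of 348. The 33 ncRNAs had 32 distinct read profiles. They formed 18 groups when those with a Pearson r above 0.99 between their reads were joined.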

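By the directions in the paper's Table S2 and in DESeq2 on the recovered pEV reads, 3 of the 33 shared ncRNAs changed in the same direction, 2 higher and 1 lower in both compartments. With limma, 7 of 31 did, 5 higher and 2 lower. circRNAs made up 29 of these 31. With 1 library left out, the number in the same direction ran from 4 of 24 to 17 of 42. These were the limma fits without PS19 replicate 3 and without PS19 replicate 6, respectively.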

Notably, circRNAs such as circ_0008242 and circ_0002153 were consistently upregulated in both brain and pEVs, whereas circ_0007688 was significantly reduced in both compartments (Figure 7(1i–ii)).

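circ_0008242 had 25.8 ± 16.7 normalized counts in PS19 pEVs and 10.6 ± 3.02 in WT (SD, n = 8 each). Its log2 fold change was 0.95 (standard error 0.497, limma p = 0.0674, exact permutation p = 0.0365), and 1 of the 16 fits that left out 1 library gave a limma p under 0.05. DESeq2 on the recovered reads gave it a raw p of 0.00219 in the model across all ncRNAs. circ_0002153 had 55.2 ± 43.5 and 28.2 ± 12.0 normalized counts, a log2 fold change of 0.69 (standard error 0.499, limma p = 0.179, exact permutation p = 0.143), so that the difference was within the spread between mice in these tests, while the raw p from DESeq2 was 0.0456 in the model across all ncRNAs. circ_0007688 had 15.9 ± 9.35 normalized counts in PS19 and 35.4 ± 14.4 in WT, a log2 fold change of -1.34 (standard error 0.517, limma p = 0.0155, exact permutation p = 0.00295), and all 16 fits that left out 1 library kept the limma p under 0.05. The paper's cortical log2 fold changes are 1.32, 1.54 and -0.88 for circ_0008242, circ_0002153 and circ_0007688, respectively. The recovered reads behind the pEV values were 239 in PS19 and 109 in WT for circ_0008242, 358 and 262 for circ_0002153, and 130 and 376 for circ_0007688.

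**Figure D3:**
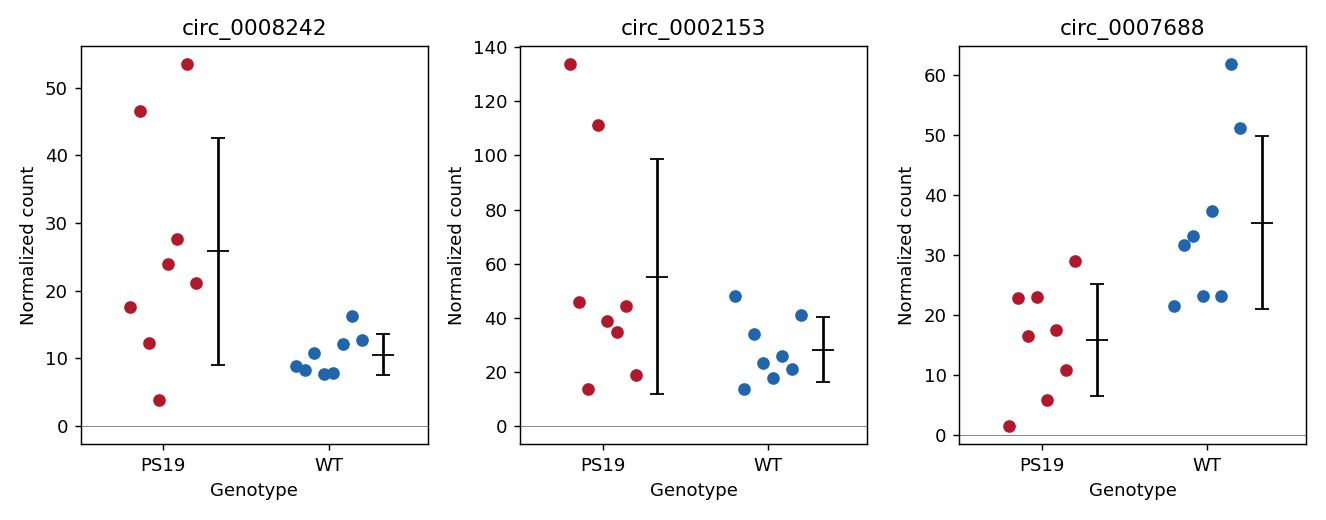
Normalized counts of circ_0008242, circ_0002153 and circ_0007688 in pEVs, one panel per circRNA. Points are the 8 PS19 and 8 WT libraries, with the mean and SD beside them; the PS19 and WT means of circ_0008242 are 25.8 and 10.6, and the genotypes overlap in each panel.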

In addition to concordant regulation, several circRNAs displayed inverse expression–enrichment patterns between brain and pEVs. Specifically, six circRNAs were upregulated in the brain but downregulated in pEVs (Figure 7(1iii)), while twenty-three circRNAs were downregulated in the brain yet upregulated in pEVs of PS19 mice compared to WT (Figure 7(1iv)), consistent with selective ncRNA export into the peripheral circulation during disease progression.

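The 6 circRNAs that are higher in the cortex and lower in pEVs had limma log2 fold changes in pEVs between -1.34 and -0.72, and 3 of them passed the raw threshold. They fell into 3 groups of near-identical read profiles. Without each library in turn, between 0 and 3 of the 6 passed. The 23 circRNAs that are lower in the cortex and higher in pEVs had limma log2 fold changes between 0.66 and 3.65 with a median of 2.29. Of these, 16 passed with limma and 14 had an exact permutation p under 0.05. Without each library in turn, between 13 and 19 of the 23 passed. They had 22 distinct read profiles in 11 near-identical groups.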

Among miRNAs, miR-5114 emerged as the sole differentially abundant species shared between brain and pEVs, exhibiting increased levels in the PS19 cortex and reduced abundance in pEVs isolated from PS19 mice relative to WT (Figure 7(2) and Supplementary Table S7). 

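The gene of miR-5114, Mir5114, lies on chromosome 19 of GRCm38 from 44303171 to 44303231 on the plus strand, within an exon of Scd2, where the annotated transcripts of Scd2 carry coding sequence and UTR. The entry of miR-5114 is mmu-mir-5114, a name of the same form as the precursor entry mmu-mir-203. It had 0 reads in all 8 PS19 pEV libraries and 36 reads in 5 of the 8 WT libraries. Of these, 21 came from WT replicate 2, the library with the lowest total. The other WT libraries with reads had 5, 5, 4 and 1. The WT mean was 3.06 ± 3.46 normalized counts (SD, n = 8), under the 4.01 that 3 reads are worth on average in PS19, so no fold is given. The difference on the log2(normalized count + 1) scale was -1.48 (standard error 0.505, limma p = 0.00696, exact permutation p = 0.0256), and the limma p stayed under 0.05 in all 16 fits that left out 1 library. The paper's cortical log2 fold change is 2.34. miR-5114 has no adjusted p in the authors' deposited table, where DESeq2 leaves ncRNAs with few reads out of the adjustment.

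**Figure D4:**
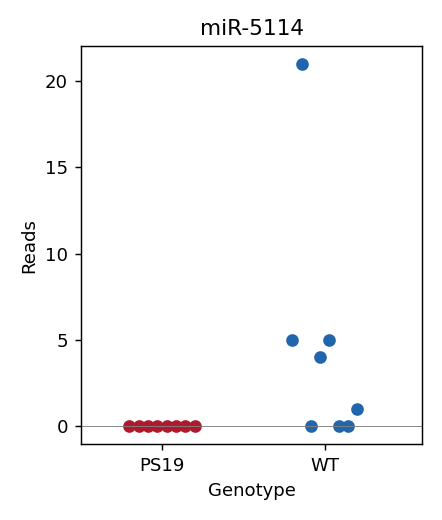
Reads of miR-5114 (entry mmu-mir-5114) in each pEV library. Points are the 8 PS19 and 8 WT libraries; all PS19 libraries and 3 WT libraries are at 0, and the highest WT library has 21 reads.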

Comparison shown 193 mRNAs were common between predicted miR-5114 gene targets (*n* = 6282) and upregulated cortical mRNAs revealed association of genes important in innate immune and inflammatory pathways (Figure 7(2a)). In contrast, analysis of 100 shared mRNAs intersecting with downregulated cortical mRNAs identified genes related to neuronal function and adaptation, including long-term memory, response to hypoxia, and positive regulation of transcription by RNA polymerase II (Figure 7(2b)).

Together, these findings identify miR-5114 as miRNA altered in both brain and pEVs of PS19 mice compared to WT and has common gene targets with cortical DEGs associated with inflammatory activation, with repression of neuronal maintenance processes. More broadly, the convergence of circRNA- and miRNA-based candidate signatures across brain and pEVs highlights a compact, disease-relevant ncRNA network warranting further investigation as a potential non-invasive indicator for brain tauopathy.

## 3. Discussion

The simultaneous profiling of cortical mRNA, ncRNA, and pEV ncRNA in PS19 mice was used to test the hypothesis that the central molecular landscape of tauopathy is reflected in peripheral biofluids through EV-mediated transport. Our findings reveal that tau pathology in the PS19 cortex is associated with a pronounced transcriptional response associated with neuroinflammation dominated by genes associated with microglial activation and DAM gene induction. Furthermore, the transcriptional response was associated with a metabolic alteration characterized by suppression of oxidative phosphorylation and cholesterol biosynthesis, and a remarkably broad ncRNA differentially enriched landscape in which circRNAs emerge as the most perturbed class in both brain tissue and circulating pEVs. These results suggest a conserved neurodegenerative transcriptional response and the potential of ncRNAs as both mechanistic partial regulators of gene expression and peripheral indicators of tauopathy.

### 3.1. Conservation of Neuroinflammatory and Metabolic Transcriptomic Signature Across Neurodegenerative Models and Human Disease

The dominant transcriptomic features identified in the PS19 cortex—specifically microglial DAM induction, inflammatory pathway upregulation, and metabolic gene suppression in PS19 compared to WT mice—are conserved across various models of neurodegeneration and human disease. The enrichment of upregulated brain DEGs in antigen processing and presentation, myeloid leukocyte activation, and positive regulation of phagocytosis is also consistent with tau fibril-induced microglial activation via TLR2/MyD88/NF-κB signaling [33] and supports the concept that tau aggregates are recognized as damage-associated molecular patterns (DAMPs) by innate immune receptors. While DAM activation is considered partially protective—enhancing phagocytic clearance of toxic tau species—chronic activation of these pathways facilitates tau spreading through small EV release of seeding-competent tau fragments [63,64,65], creating a vicious cycle of inflammation and progressive tauopathy.

Santos et al. used WGCNA co-expression analysis in PS19, rTg4510, and GRN-haplo-insufficient mice to identify co-expression modules that were highly preserved in human postmortem FTD and AD brains, demonstrating conservation of the microglial/inflammatory and neuronal/synaptic gene modules [15,16,66]. We also observed transcriptomic patterns in the PS19 cortex consistent with conserved responses to neurodegeneration reported in other models. The downregulation of genes associated with oxidative phosphorylation in PS19 mice compared to WT reflects a metabolic failure common to human AD, often attributed to hyperphosphorylated tau-mediated disruption of the electron transport chain and mitochondrial transport impairment as shown in transgenic mouse models using proteomics and functional assays [33,41,42,43,45,67]. Furthermore, the suppression of cholesterol biosynthesis in PS19 cortex compared to WT is significant, as cholesterol homeostasis is essential for synaptic integrity and its disruption is linked to accelerated tau phosphorylation in human-derived iPSC models [68,69,70,71]. The co-suppression of long-term memory-related gene programs alongside metabolic failure suggests that bioenergetic insufficiency may underlie early cognitive deficits in PS19 mice, a hypothesis supported by spatial transcriptomic data showing early downregulation of genes associated with ATP metabolic process in vulnerable hippocampal subfields [72]. These findings confirm that the PS19 model recapitulates the fundamental transcriptomic shifts observed in human tauopathy, providing a valid framework for biomarker discovery.

### 3.2. CircRNA Differential Expression as a Significant Feature of Tauopathy ncRNA Biology

The increased differential enrichment of circRNAs in both the brain cortex (71%) and pEVs (80%) of PS19 mice compared to WT is the most striking finding of this study and confirms the importance of this subtype in the tauopathy landscape. circRNAs are stabilized by their covalently closed structure and are enriched at synapses where they regulate neuronal plasticity; their perturbation in the PS19 brain suggests a fundamental shift in synaptic regulatory architecture [73,74,75,76,77,78,79]. A mechanistic link between tau pathology and circRNA biogenesis was established by Atrian et al. [21], who used m6A-seq and circRNA-seq in Drosophila tauopathy models and iPSC-derived neurons to demonstrate that tau-induced N6-methyladenosine (m6A) RNA methylation is associated with circRNA biogenesis, leading to neurotoxic circRNA elevation. Our data extend these findings to the PS19 mammalian model and in both brain and pEVs, showing that hundreds of circRNAs are altered in PS19 mice compared to WT, with a notable preference toward upregulation in pEVs (518 species upregulated in PS19 pEVs compared to WT). This m6A-circRNA axis may explain why circRNA differential expression is so extensive in our PS19 dataset: widespread tau-induced m6A modifications could trigger global alterations in back-splicing rates across hundreds of loci [21,22]. circRNAs can sponge miRNAs and thereby inhibit them from downregulating the translation of their target mRNAs. Upregulated brain circRNAs may sponge miRNAs that would eventually suppress synaptic transmission genes, while downregulated circRNAs may release suppression of chromatin remodeling and neuronal structural genes—resulting in a bidirectional disruption of neural circuitry maintenance. The enrichment of downregulated pEV circRNA host genes associated with ‘Protein K48-linked ubiquitination’ is of biological significance, as the proteasomal degradation pathway is a primary target of tau-mediated toxicity across models [19,80,81,82]. Selective loading of circRNAs into EVs is a regulated process involving EV biogenesis machinery and altered circRNA packaging may also reflect tau neurodegenerative changes in multivesicular body biology or altered expression in source cells (neurons, microglia, endothelial cells) contributing to the circulating pEV pool. Studies profiling circRNAs in plasma of patients with AD have identified differential circRNA signatures that could discriminate AD from MCI and healthy controls [20], supporting the translational relevance of our findings. The GO pathway convergence between brain and pEV circRNA host gene networks—particularly for synaptic transmission and neurodevelopmental pathways—are consistent with the possibility that pEV circRNA cargo may partially reflects genuine brain transcriptional changes rather than peripheral systemic responses.

### 3.3. miRNA Regulatory Networks Linking Brain and Plasma EVs in PS19 Mice

Our miRNA integration analyses reveal a coherent picture in which both brain-derived and pEV-derived miRNAs have target genes which converge on the suppression of genes associated with cholesterol/sterol biosynthesis and amplification of immune and inflammatory responses in PS19 mice compared to WT. This convergence raises the possibility that miRNA profiles in plasma EVs may not solely represent a random sampling of circulating RNA, though selective export mechanisms require direct experimental validation.

The identification of miR-126a-3p, miR-335-3p, and miR-300-3p, among the most differentially abundant miRNAs in pEVs that are also highly expressed in the brain, is of particular interest. miR-126-3p is a well-established regulator of vascular integrity and angiogenesis, predominantly expressed by endothelial cells, and has been reported to be significantly downregulated in plasma-derived EVs of patients with AD [56,57,58,59,60,61,62]. Its shared differentially enrichment across brain tissue and circulating pEVs in PS19 mice raises the possibility that endothelial cell-derived EVs carrying miR-126 reflect tau-associated vascular compromise, consistent with evidence of blood–brain barrier disruption in PS19 mice and in human tauopathy. miR-335-3p has been shown to regulate cellular stress responses and has been identified in panels of AD-responsive peripheral miRNAs with reported roles in regulating synaptic plasticity genes relevant to memory consolidation [83]. The co-regulation of genes important in cholesterol biosynthetic pathway by both brain miRNAs and pEV miRNAs—where upregulated miRNAs target cholesterol biosynthesis genes whose mRNAs are simultaneously downregulated in the brain transcriptome—suggests an integrated multi-level suppression of lipid metabolism in tauopathy. This pattern is consistent with the broader recognition that disrupted brain cholesterol homeostasis is an early and pathogenically important event in AD, and that miRNA-mediated post-transcriptional suppression of genes may compound the transcriptional downregulation of biosynthetic enzymes identified in our mRNA data.

### 3.4. Preliminary Evidence for Brain–Plasma EV Correlation and Its Mechanistic Basis in Tauopathy

A central translational goal of this study was to determine the extent to which plasma EV ncRNA cargo correlates with the central brain transcriptome in tauopathy. Our integration analyses demonstrate that the GO pathway enrichments for pEV miRNA target genes and brain circRNA regulatory networks converge on identical biological themes—specifically genes associated with cholesterol biosynthesis suppression and immune activation in PS19 compared to WT—suggesting a high degree of functional alignment between the brain and peripheral compartments. This brain-to-plasma EV alignment is mechanistically supported by the findings of Ruan et al. [84,85], who demonstrated that EVs isolated from human AD brains and injected into wild-type mouse hippocampi could initiate tauopathy, establishing that EVs could be functional carriers of tau-related molecular information. The candidate ncRNA signatures, including miR-126a-3p and miR-335-3p, which were significantly downregulated in PS19 pEVs compared to WT, further support this link. miR-126-3p is a critical regulator of vascular integrity, and its differential abundance in PS19 compared to WT mice mirrors observations in plasma-derived EVs of a patient with AD, where levels correlate with disease severity [3,56,57,58,59,83]. These cross-compartment correlations provide preliminary evidence consistent with the hypothesis that the ncRNA cargos of circulating plasma EVs may partially track the transcriptional state of the brain in tauopathy.

### 3.5. Potential of Plasma EV ncRNA Cargos as Peripheral Indicators of Tau Pathology

The degree of statistical and functional compartmental convergence and the identification of shared ncRNA species suggest that plasma EV transcriptomics warrant further investigation as potential indicators of AD pathogenesis and tracking disease progression. miRNAs such as miR-126a-3p and miR-335-3p, which we found significantly downregulated in PS19 pEVs compared to WT, have been validated in human clinical studies as biomarkers that discriminate between AD and healthy controls with high sensitivity and specificity [3,84,85,86]. For instance, clinical studies using small RNA sequencing of neuron-derived EVs from human plasma identified miR-126-3p as part of a panel that correlates with temporal cortical thickness on MRI [32,87] and reflects underlying vascular-to-neuronal signaling deficits. The unique shared candidate signature of brain and pEVS, including miR-5114 and the 32 circRNAs we identified in PS19 compared to WT, provides a specific potential peripheral indicator that may reflect early central changes prior to overt dementia. Recent evidence suggests that circRNAs function as molecular sponges for microRNAs involved in synaptic plasticity and memory, positioning them not just as markers, but as active participants in the regulation of cognition and cognitive diseases [88]. The identified shared ncRNAs, including miR-5114 and circRNA species like circ_0008242, circ_0002153, circ_0007688 present several advantages as non-invasive peripheral indicators. Their presence in EVs ensures protection from systemic RNases, granting them superior stability compared to free-floating transcripts, while their compartmental origin allows them to directly reflect the biochemical status of the CNS in a peripheral biofluid [89,90,91,92,93,94]. Their compartmental origin—specifically if enriched for brain-specific markers like L1CAM or NCAM or APLP1+ -allows them to better reflect the biochemical status of the CNS in a peripheral biofluid, bypassing the dilution effects of general plasma RNA [95,96,97,98,99,100,101]. Because these molecules are associated with neuroinflammatory and metabolic transcriptional shifts that preceded neuronal loss, they may represent candidates for tracking the transition from pre-symptomatic tau accumulation to overt neurodegeneration. In summary, these preliminary brain–plasma EV ncRNA candidate signatures identified in this study provide foundation for further developing studies explore their potential as non-invasive molecular tools to monitor the progression of tauopathy.

### 3.6. Limitations

While this study provides a comprehensive multi-compartment atlas of tauopathy, several limitations must be acknowledged. First, the PS19 model is a model of primary tauopathy and does not capture the complex amyloid-tau synergy present in sporadic human AD. Second, this study utilized a single time point (~9.6 months), capturing a stage of advanced tauopathy. Longitudinal studies across multiple ages would be necessary to determine the temporal dynamics of these ncRNA candidate signatures and identify the earliest detectable peripheral markers of central pathology in PS19 mice compared to WT. Third, our analysis used raw Wald test threshold of *p* < 0.05 to capture a broad, discovery-oriented view of transcriptional alterations across cortical mRNA, cortical ncRNA, and pEV ncRNA datasets. This approach was intended to maximize sensitivity for identifying coordinated cross-compartment patterns and shared candidate molecular signatures that might not remain detectable under stringent multiple-testing correction. 

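In pEVs, the authors' deposited table gives an adjusted p for 4573 of its 15159 ncRNAs, and 113 of these are under 0.05, with 108 higher in PS19. They are 93 circRNAs, 15 tRNAs and 5 miRNAs. Among the named ncRNAs of the pEV results, adjustment over the 17 that the paper names left 8 with an adjusted p from limma under 0.05, the smallest being 0.0118, whereas adjustment over all ncRNAs left 0. The 17 are themselves the paper's calls on these libraries, so the first number shows no stability.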

Fourth, our analysis of pEVs focused on the total circulating pool. While EVs are known to cross the blood-brain barrier, the plasma compartment contains a highly heterogeneous mixture of vesicles derived from various tissues, which may dilute CNS-specific signals. Future studies employing immuno-affinity enrichment for CNS-specific markers (e.g., L1CAM) would likely enhance the sensitivity of detecting brain-derived signatures. The current study is based on a preclinical PS19 mouse model, a single disease stage, total pEVs, and a limited sample size, where pEV ncRNA profiles show functional and statistical concordance with brain transcriptomic changes. This establishes a hypothesis and foundational data that requires further confirmation in independent preclinical models, longitudinal studies, and ultimately human samples. 

Finally, while we have identified shared candidate signatures and convergent pathways, functional validation of the identified circRNAs and miR-5114 in primary cell systems is required to elucidate their exact mechanistic roles in tau-mediated neurodegeneration.

## 4. Materials and Methods

### 4.1. Animals

The PS19 mouse strain (B6;C3-Tg(Prnp-MAPT*P301S)PS19Vle/J; (C57BL/6xC3H)F1) was purchased from The Jackson Laboratory (Bar Harbor, ME, USA) and was used experimentally as heterozygous. Wild-type (WT) littermates were internally bred. All animal studies were approved by the University of Pittsburgh Institutional Animal Care and Use Committee (IACUC) and conducted in accordance with the guidelines of the Care and Use of Laboratory Animals. Mice were housed in a 12:12 h light–dark cycle with unrestricted access to food and water. Eight mice per group (equal number of male and female per group) were used for all experiments.

### 4.2. Tissue and Plasma Processing

Mice were anesthetized with Avertin (1.25% tribromoethanol, 2.5% 2-methyl-2-butanol; 250 mg/kg, intraperitoneally). Blood was collected intracardially using an EDTA-treated syringe, followed by transcardial perfusion with chilled 20 mL of 0.1 M PBS (pH 7.4). Plasma was obtained by centrifugation at 13,000× *g* for 5 min. For brain tissue RNA isolation, one hemisphere was dissected to use ~10 mg of cortex after removing the cerebellum, olfactory bulb, and subcortex. The other hemisphere was fixed in 4% phosphate-buffered paraformaldehyde at 4 °C for 48 h before being transferred to 30% sucrose for storage at 4 °C. Fixed hemibrains were embedded in O.C.T., sectioned coronally at 30 µm using CryoStar NX50 cryostat (Thermo Scientific, Waltham, MA, USA), and stored in a glycol-based cryoprotectant at −20 °C until histological staining. All other samples were snap-frozen in dry ice before long-term storage at −80 °C.

### 4.3. RNA Isolation

Brain mRNA and ncRNA were isolated from 10 mg of prefrontal cortex using the Norgen MicroRNA Isolation Kit (#21300, Thorold, ON, Canada). Tissue was dissociated in RLT buffer (#74106, Qiagen RNeasy Mini Kit, Hilden, Germany) with 10% beta-mercaptoethanol, homogenized through a 25G needle, and passed through a QIAshredder (#79656, Qiagen, Hilden, Germany) prior to RNA isolation per manufacturer’s protocol. pEVs were isolated from 200 µL plasma using the Total Exosome Isolation Kit (#4484450, Invitrogen, Vilnius, Lithuania) following the manufacturer’s protocol. EV RNA was extracted using the ExoQuick Exosome RNA Purification Column Kit (EQ808A, SBI, Palo Alto, CA, USA). RNA quality and quantity were assessed using the RNA Pico 6000 Kit for the Agilent 2100 Bioanalyzer (part ID: 5067-1513, Waldbronn, Germany).

### 4.4. EV Characterization

EVs were analyzed by MRPS using the nCS2 instrument (Spectradyne LLC, Signal Hill, CA, USA) with C-400 microfluidic cartridges. Samples were diluted in 0.02 µm-filtered (Whatman Anotop 25/0.025, #6809-2102, Cytiva, Dassel, Germany) 1% Tween-20 in PBS and analyzed for a minimum of 30 runs with default settings. Western blotting was performed using EV lysates with cOmplete, EDTA-free Protease Inhibitor Cocktail (#11873580001) and Roche PhosSTOP (#4906837001) in 4–12% Bis-Tris WedgeWell gels (#NW04125BOX, Invitrogen, Carlsbad, CA, USA) transferred to nitrocellulose membranes (iblot 3 transfer stack, #IB33001, Invitrogen, Israel) using iblot3 transfer system (#IB31001, Invitrogen, Singapore). These membranes were washed and blocked in TBS Blocking buffer (#37579, Thermoscientific, IL), and then probed with EV-specific antibodies, including anti-CD63 (#PA5-92370, Rockford, IL, USA, 1:500 dilution o/n at 4 °C), followed by goat anti-rabbit HRP (#A27036, Invitrogen, India, 1:10,000 dilution for 1 h at RT), and anti-CD81 (sc-7637, 1:200 o/n at 4 °C), followed by goat anti-Mouse HRP (A28177, Invitrogen, Bengaluru, India; 1:3000 dilution for 1 h at RT). Also, we probed for endoplasmic reticulum (ER)-specific Calnexin (ab22595, abcam, UK, 1:1000 dilution o/n at 4 °C), followed by goat anti-rabbit HRP (A27036, 1:10,000 for 1 h at RT). Immunoreactive signals were visualized using enhanced chemiluminescence (TMA-6, Lumigen ECL Ultra, MI, USA) with the Amersham Imager 600 (GE Lifescience, Uppsala, Sweden).

### 4.5. Library Preparation and Sequencing

mRNA libraries were generated using the SMART-Seq mRNA Kit (#634773, Takara Bio, San Jose, CA) combined with the Nextera XT DNA Library Preparation Kit (#FC-131-1096, Illumina Inc., San Diego, CA, USA) and Illumina DNA/RNA UD Indexes Set A (#20091654, Illumina, CA). Small ncRNA libraries were prepared using the NEBNext Multiplex Small RNA Library Prep Set (#E7560S, New England Biolabs, Inc., Ipswich, MA, USA). All libraries were sequenced on the NextSeq 2000 (Illumina, CA), generating paired-end reads for mRNA and single-end reads for small RNA at the Health Sciences Sequencing Core, University of Pittsburgh Children’s Hospital.

### 4.6. Bioinformatics Analysis

Brain mRNA data were aligned to the mouse reference genome (mm10) using Rsubread (v2.16.1) [102] and annotated with org.Mm.eg.db (v3.19.1). Differential expression was analyzed with edgeR (v4.0.16) [103]. ncRNA libraries were aligned and quality-checked using STAR (v2.5.3a) with COMPSRA (v1.0.3) [104] and differential abundance was determined by DESeq2 (v1.42.1) [105]. Genes and ncRNAs with raw Wald test *p* < 0.05 were considered differentially expressed. For ncRNA, GO enrichment analyses were performed using DAVID 2025 web-tool [106,107] with a *p*-value cut-off of <0.05. For mRNA analyses, functional relationships among differentially expressed genes were assessed using enrichment analysis performed with Metascape (v3.5) [47]. Significantly enriched Gene Ontology (GO) terms were subsequently visualized as a network in Cytoscape (v3.10.4) [108], where each node represents an individual GO term and edges indicate shared gene membership. Functional clusters within the network were identified using the MCODE plugin [104]. To enhance network clarity and visual interpretability, edge bundling and manual layout adjustments were applied in Cytoscape (v3.x) [108]. In the final network representation, nodes are color-coded according to their assigned functional clusters, and node size is scaled to reflect enrichment significance (*p*-value). circRNA-associated genes were predicted using circbase (v1.0) [109]. miRNA target predictions were performed using TargetScanMouse Release 8.0 [110].

To investigate cross-tissue relationships between brain and extracellular vesicle (EV) ncRNA profiles, a correlation network was constructed in R (v4.x) [111]. Expression values for brain- and EV-derived ncRNAs were treated as separate feature matrices and all pairwise Spearman correlations between brain and EV ncRNA pairs were computed using cor.test(1.0.7) [112] (two-sided, continuity-corrected). Edges were retained if they met the following criteria: raw *p* < 0.05, |ρ| ≥ 0.75. Nodes with fewer than 10 cross-tissue interactions in the initial filtered edge set (*p* < 0.05, |ρ| ≥ 0.75) were excluded; a small number of retained nodes may fall below this threshold in the final network due to the single-pass application of the degree filter (For example: Node A had 10 brain interactions initially. Node B (one of its EV partners) had only 8 and was dropped. Now, Node A has 9 but it already passed the filter). Within-tissue pairs (brain–brain and EV–EV) were excluded from analysis. The resulting network was constructed using igraph (v1.x) and visualized using ggraph (v2.x), with node color encoding tissue of origin (brain: green; EV: blue), node size scaled to the number of interactions, and edge color and width reflecting correlation direction and magnitude, respectively. The network was additionally exported in GraphML format for interactive exploration in Cytoscape (v3.10.4) [108], where node shape and fill color were mapped to tissue source and edge width to |ρ|.

CeRNA networks were analyzed utilizing a correlation matrix approach. Spearman correlations were performed on all significantly affected brain miRNAs, circRNAs, and mRNA, with significant interactions defined as *p* < 0.05. CeRNA miRNAs–circRNAs–mRNA interaction triplets were defined by significant correlation with further filtering of circRNA–mRNA r > 0.4; circRNA–miRNA r < −0.3; miRNA–mRNA r < −0.3 and at least 20 connections. The network was additionally exported in GraphML format for interactive exploration in Cytoscape (v3.10.4), showing the top 5% of ceRNA interaction triplets.

### 4.7. Immunohistochemistry

To characterize changes in activated microglia in the vicinity of the infusion site, a series of six brain sections from each animal was immunostained with anti-IBA1 antibody. Six coronal sections per mouse (3 male, 3 female) were immunostained using Alexa Fluor 594-conjugated anti-IBA1 antibody (48934, Cell Signaling Technology Inc., Danvers, MA, USA). Free-floating sections were washed in PBS, subjected to antigen retrieval (50 mM sodium citrate, 0.05% Tween-20, pH 9, 80 °C, 30 min), blocked in 5% normal rabbit serum (0.2% Triton X-100/PBS, 1 h), and incubated with primary antibody (1:500) overnight at 4 °C, followed by 1 h incubation at RT. Slides were mounted and imaged at 20× magnification on a Nikon Eclipse 90i microscope (Nikon Instruments, Inc., Melville, NY, USA) equipped with pco.panda 4.2M camera (Excelitas PCO GmbH, Kelheim, Germany). The number of IBA1-positive microglia was quantified per field (four fields per section, six sections per mouse) using Nikon NIS Elements software.

### 4.8. Statistical Analysis

Statistical analyses and visualizations were performed using GraphPad Prism (v10.0.3) and a *p*-value of <0.05 was considered significant.

## 5. Conclusions

In summary, this study provides the first integrated multi-compartment transcriptomic atlas of the PS19 tauopathy model, demonstrating that cortical tau accumulation is associated with a coordinated molecular response across brain and peripheral plasma EV compartments. Our analysis revealed evidence of transition from homeostatic to DAM gene signature and downregulation of cholesterol biosynthesis transcriptional response in PS19 mice compared to WT. We established that the circular RNA landscape is the most numerically perturbed non-coding RNA biotype in both the cortical tissue and pEVs, identifying a candidate signature of 33 shared differentially enriched ncRNAs in PS19 mice compared to WT controls—including miR-5114 and circ_0008242, circ_0002153, circ_0007688 —that is associated with central pathology. These findings suggest that the non-coding cargo of circulating plasma EVs in PS19 mice may partially reflect central neuroinflammatory and metabolic gene expression profile, providing a preliminary, exploratory foundation for the development of non-invasive molecular indicators to monitor AD progression and evaluate therapeutic interventions.

## Figures and Tables

**Figure 1:**
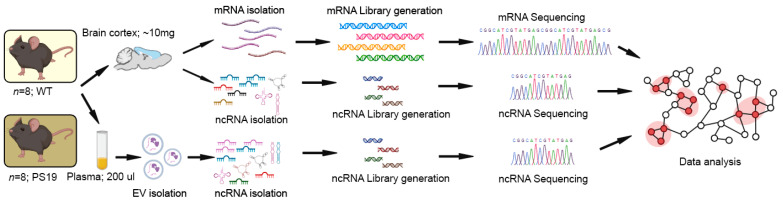
Schematic diagram of the study design. Brain cortex and plasma were collected from 8 WT and 8 PS19 mice (equal distribution of males and females, ~9.6 months old). Cortical tissue (~10 mg) was processed for parallel mRNA and small non-coding RNA (ncRNA) isolation. Plasma (~200 μL) was used for EV isolation via precipitation-based methods, followed by ncRNA extraction. Following library generation and sequencing, data integration was performed to identify convergent candidate molecular signatures across compartments. The figure was created using BioRender.com. (web-based; accessed on 2 April 2026).

**Figure 4:**
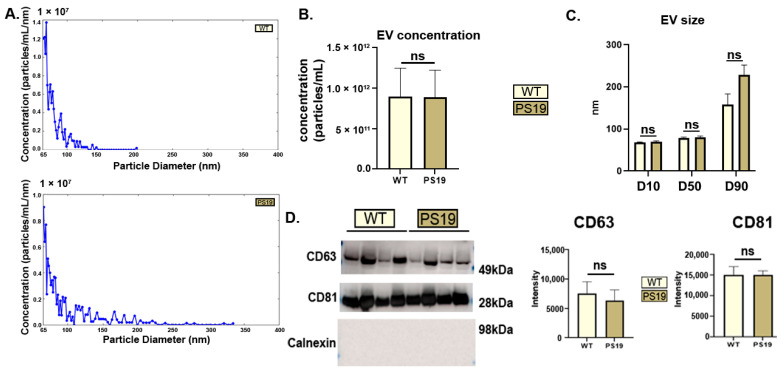
No difference in the characterization of EVs isolated from the plasma of PS19 and WT mice. (**A**) Representative Spectradyne particle analysis plots showing EV concentration and diameter in WT (**top**) and PS19 (**bottom**) mice. Quantification of Spectradyne particle analysis with bar graphs showing no significant (ns) difference in EV concentration (**B**) and EV size (**C**) between WT and PS19 mice. D10, D50 and D90 indicate the size below which 10%, the median particle size, and the size below which 90% of the particles fall, respectively. (**D**) Western blot of EV lysates showing EV tetraspanin markers, CD63 and CD81, and negative control marker, calnexin (**left**) and band intensity analysis for CD63 (**center**) and CD81 (**right**) showing no difference between the experimental groups (~9.7 months old, *n* = 4, equal number of male and female per group). *t*-test was done for statistical analysis; ‘ns’ denotes ‘not significant’.

**Figure 5:**
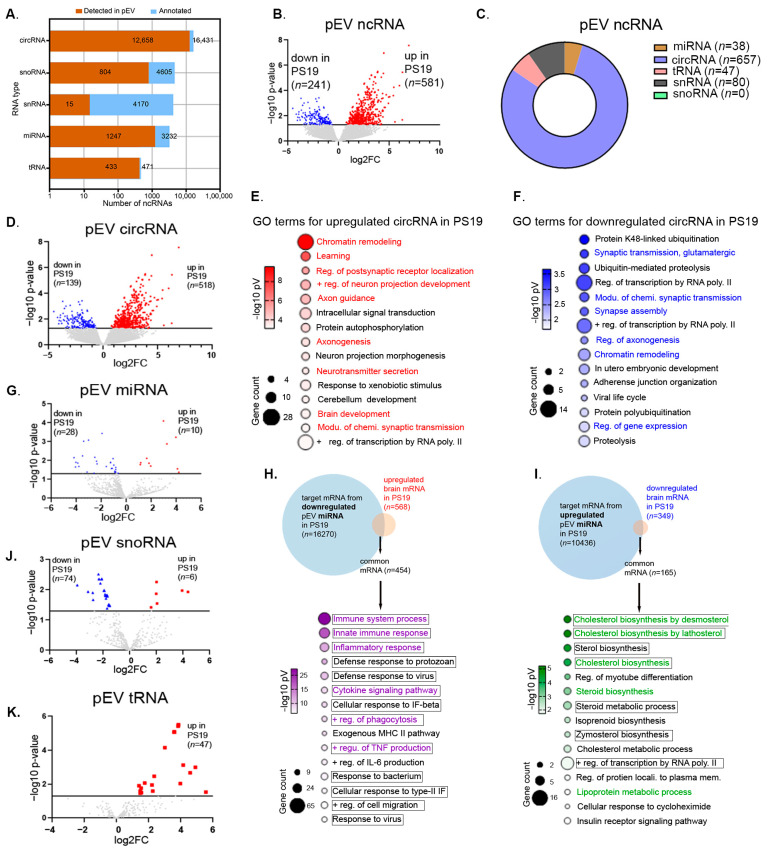
Differential abundance and functional analysis of ncRNAs cargos from plasma EVs of PS19 and WT mice. (**A**) Bar graph shows the distribution of five ncRNA types (circRNA, snoRNA, snRNA, miRNA, and tRNA) in pEVs, based on annotated counts by COMPSRA. (**B**) Volcano plot of all differentially enriched ncRNA in pEVs of PS19 mice compared to WT mice (581 up, 241 down in pEVs of PS19 mice), (**D**) circRNA (518 up, 139 down), (**G**) miRNAs (10 up, 28 down), (**J**) snoRNAs (6 up, 74 down), and (**K**) tRNAs (47 up). Red, blue and gray denote significantly upregulated and downregulated differentially enriched ncRNAs and non-significant ncRNAs defined as raw Wald test *p* < 0.05 when comparing PS19 to WT groups, respectively. The results were considered significant when *p* < 0.05. (**C**) Donut chart summarizing significantly enriched ncRNA subtypes [up + down; shown in (**D**,**G**,**J**,**K**)] in pEV shown in (**B**). (**E**,**F**) DAVID was used to generate the bubble plots of GO enrichment analysis of the host genes (obtained from circBase) of upregulated (**E**) and downregulated (**F**) circRNAs. (**H**,**I**) Integration of significantly downregulated and upregulated pEV miRNA targets (obtained using TargetScan mouse) with their corresponding brain mRNA data from Figure 2 (DEGs, up and downregulated, respectively). Venn diagrams show common mRNAs between miRNA targets and their corresponding brain DEG lists. Bubble plots display GO terms for these common targets. Bubble size represents gene count; color represents −log10(*p*-value). Data shown upregulated or downregulated in PS19 mice compared to WT (~9.6 months old, *n* = 8 per group, equal number of male and female). Non-coding RNAs (ncRNAs), microRNAs (miRNAs), circular RNAs (circRNAs), small nucleolar RNAs (snoRNAs), small nuclear RNAs (snRNAs), and transfer RNAs (tRNAs).

**Figure 6:**
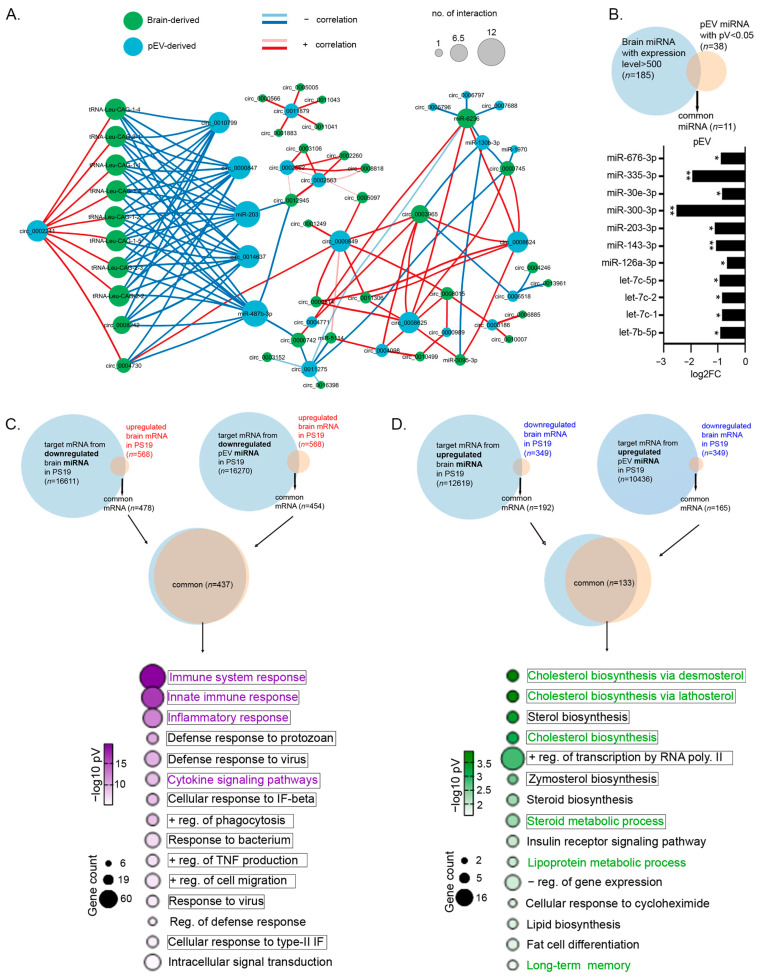
Comparative pathway analysis and integration of brain and pEV ncRNA candidate signatures associated with tau pathology. (**A**) The correlation network diagram visualizes the complex interaction between significantly differentially enriched ncRNAs in cortical brain tissue and pEVs of PS19 versus WT mice. A total of 38,140 significant correlations were observed among them, with 24,237 positive correlations and 13,903 negative correlations observed; within-compartment pairs were excluded. Correlation pairs were then filtered by *p*-value, correlation strength, and minimum node degree to retain the most robust cross-tissue associations. Edges represent significant pairwise Spearman correlations (*p* < 0.05, |ρ| ≥ 0.75) between brain and pEV ncRNA pairs. The nodes are color-coded by compartment: green circles represent brain-derived ncRNAs, while blue circles represent pEV-derived ncRNAs. The size of each node reflects its number of interactions in the network, with larger circles indicating molecules that share numerous significant correlations with other transcripts across both compartments. Connections signify statistically significant correlations between pairs of ncRNAs. Red lines indicate a positive correlation, where higher expressions in the brain correspond to higher abundance in pEVs. Blue lines indicate a negative correlation, where higher expressions in the brain correspond to lower abundance in pEVs. The thickness of the lines represents the strength of the correlation; light thin lines indicate lower correlation, and dark thick lines indicate higher correlation. Key transcripts, including specific circRNAs, microRNAs, and tRNA fragments. (**B**) Venn diagram showing the overlap of brain miRNA with expression level > 500, considered brain-enriched miRNAs, and significantly differentially abundant (*p* < 0.05) miRNA species in pEVs, identifying 11 common miRNAs. Bottom panel shows enrichment profile of those 11 shared miRNAs in pEVs of PS19 compared to WT. * *p* < 0.05, ** *p* < 0.01. (**C**,**D**) Cross-compartment integration analysis. Venn diagrams illustrate the common miRNA gene targets (identified via TargetScan mouse) that are shared between significantly differentially expressed brain miRNAs and differentially abundant pEV miRNAs. These shared gene targets were then overlapped with the cortical brain mRNA dataset. (**C**) Integration with upregulated brain mRNAs highlights shared genes associated with regulatory control of immune system response and cytokine-mediated signaling. (**D**) Integration of miRNA targets with downregulated brain mRNAs reveals highly convergent enrichment of genes associated with cholesterol and sterol biosynthetic processes, as shown in the accompanying bubble plot. Data shown upregulated or downregulated in PS19 mice compared to WT (~9.6 months old, *n* = 8 per group, equal number of male and female). Non-coding RNAs (ncRNAs), microRNAs (miRNAs), circular RNAs (circRNAs), and transfer RNAs (tRNAs).

**Figure 7:**
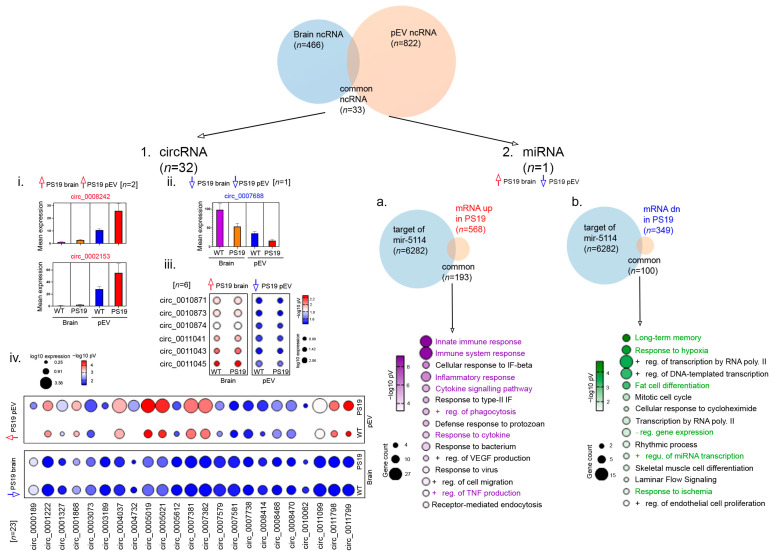
Common differentially enriched ncRNA species in both brain and pEVs of PS19 mice. (Top) Venn diagram illustrates 33 ncRNAs are both significantly differentially expressed in the cortex and differentially abundant in pEVs of PS19 mice compared to WT (*p* < 0.05). (**1**) Detailed breakdown of the 32 common significantly altered circRNAs from brain and pEVs of PS19 mice compared to WT. (**i**,**ii**) Bar graphs showing the mean expression of circRNAs that are significantly upregulated (**i**) or downregulated (**ii**) in both the brain and pEVs of PS19 mice compared to WT. (**iii**,**iv**) Comparative bubble plots for the remaining shared circRNAs, where bubble size reflects mean expression and color reflects the log2 fold-change (log2FC) directionality. Panel (**iii**) shows 6 circRNAs that were significantly upregulated in the cortex but downregulated in pEVs of PS19 mice compared to WT. Panel (**iv**) shows 23 circRNAs that were downregulated in the cortex but upregulated in pEVs of PS19 mice compared to WT. (**2**) Functional mapping of miR-5114, the only shared differentially enriched miRNA in both brain and pEVs of PS19 mice. (**a**,**b**) Venn diagrams showing the overlap of predicted miR-5114 gene targets with cortical mRNAs that are upregulated (**a**) or downregulated (**b**) in PS19 mice compared to WT. GO term bubble plots reveal that miR-5114 targets are genes involved in innate immune responses and long-term memory/hypoxia response pathways, suggesting miR-5114 may represent a candidate molecular link between central pathology and peripheral EV cargo. Data shown upregulated or downregulated in PS19 mice compared to WT (~9.6 months old, *n* = 8 per group, equal number of male and female). Non-coding RNAs (ncRNAs), microRNAs (miRNAs), and circular RNAs (circRNAs).

## Data Availability

The data that support the findings of this study were deposited to NCBI Gene Expression Omnibus (GEO) database and are publicly available. GEO submission numbers for pEV ncRNA, brain ncRNA and brain mRNA are GSE333357, GSE333358 and GSE333191, respectively.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms27115050/s1.

## Abbreviations

The following abbreviations are used in this manuscript:

WT	Wild-Type
mRNA	Messenger Ribonucleic Acid
ncRNA	Non-coding RNA
pEV	Plasma Small Extracellular Vesicle
DEGs	Differentially Expressed Genes
DAM	Disease-Associated Microglia
circRNAs	Circular RNAs
miRNA	Micro-RNA
AD	Alzheimer’s Disease
NFTs	Neurofibrillary Tangles
Aβ	Amyloid-Beta
MAPT	Microtubule-Associated Protein Tau
FTD	Frontotemporal Dementia
PS19 line	P301S Transgenic Mouse
WGCNA	Weighted Gene Co-expression Network Analysis
snoRNAs	Small Nucleolar RNAs
tRNAs	Transfer RNAs
iPSCs	Induced Pluripotent Stem Cells
m6A	N6-methyladenosine
L1CAM	L1 Cell Adhesion Molecule
GO	Gene Ontology
KEGG	Kyoto Encyclopedia of Genes and Genomes
IHC	Immunohistochemistry
snRNA	Small Nuclear RNA
MRPS	Microfluidic Resistive Pulse Sensing
DAMPs	Damage-Associated Molecular Patterns
NCAM	Neural Cell Adhesion Molecule
APLP1+	Amyloid Beta Precursor Like Protein 1
IACUC	Institutional Animal Care and Use Committee
ER	Endoplasmic Reticulum
HRP	Horseradish Peroxidase

# Supplementary material for: Integration of Transcriptional Signatures from Brain Tissue and Plasma Extracellular Vesicles of a Preclinical Tauopathy Mouse Model
**Source:** Int J Mol Sci. 2026 Jun 3;27(11):5050. doi: 10.3390/ijms27115050
**Supplement:** Supplementary file 1

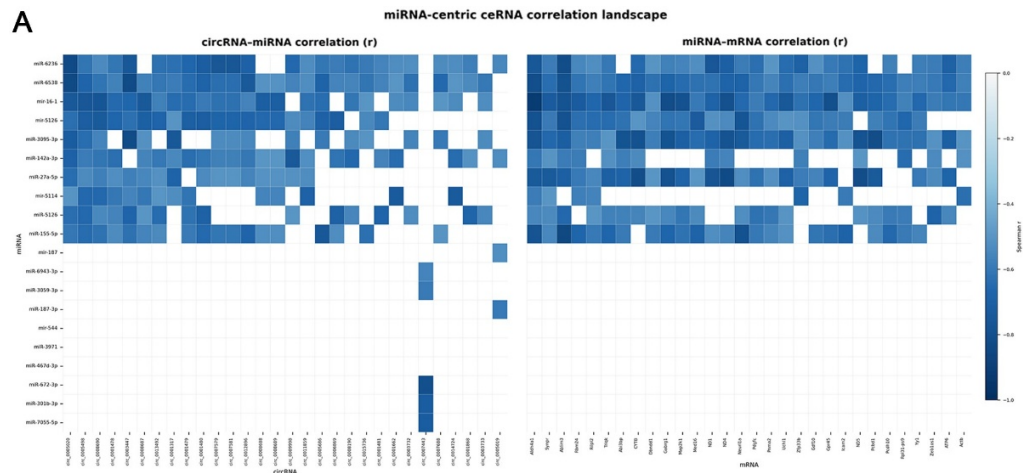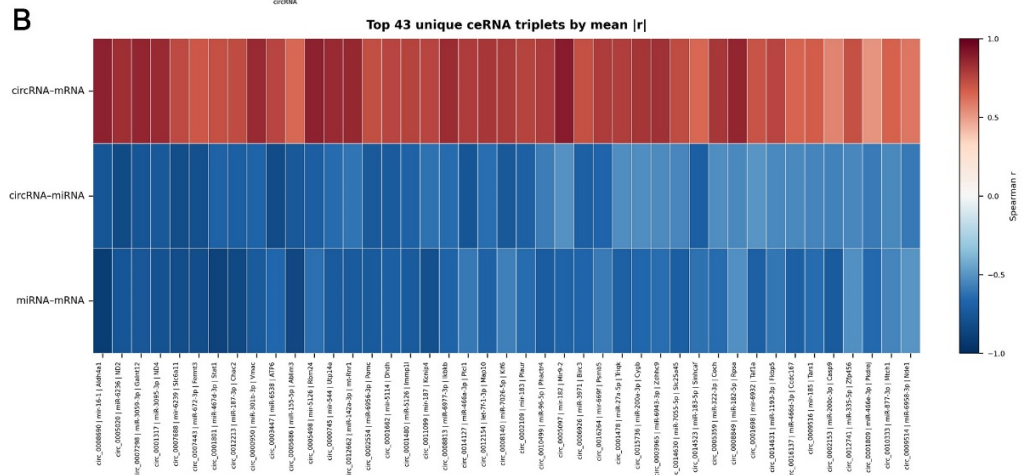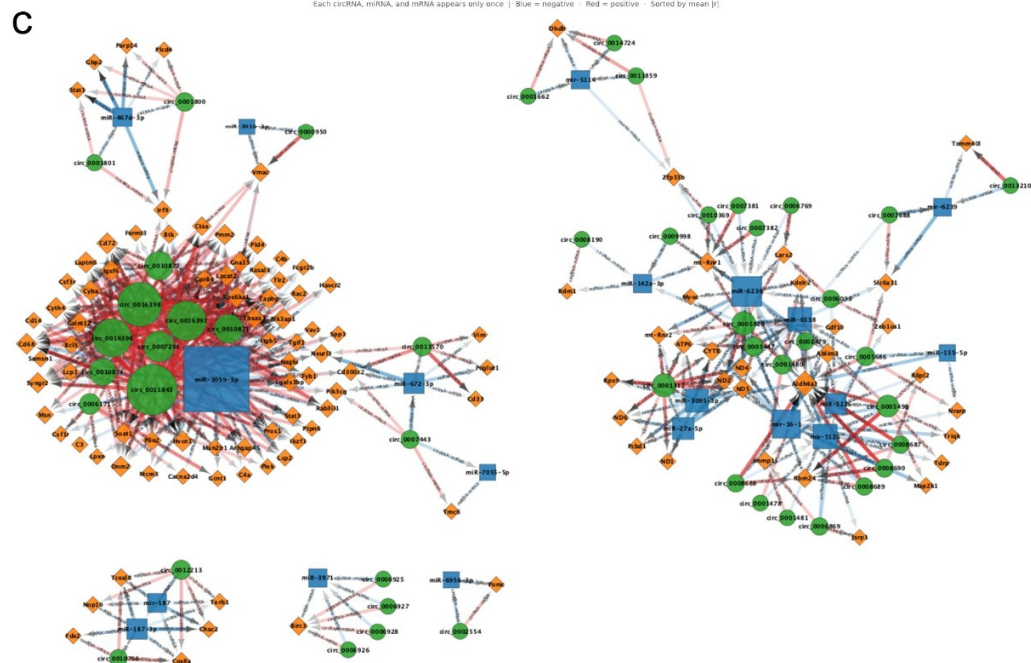

**Supplemental Figure S1 Legends.** Regulatory landscape of circRNA and miRNA mediated gene expression. The regulatory landscape of circRNA-mediated gene expression, a comprehensive competing endogenous RNA (ceRNA) network was constructed based on brain circRNA-miRNA-mRNA interactions. 341 DEGs were identified as participating in significant ceRNA regulatory triads, each with more than 20 interaction connections, indicating high regulatory centrality. A) Heatmap showing the significant correlations of circRNA-miRNA and miRNA-mRNA. B) Heatmap illustrates the top unique ceRNA triplets by mean sum of  $r$  values for each interaction. For simplicity each of the circRNA, miRNA and mRNA appear only once. Blue indicates negative correlation; Red indicates positive correlation. C) Regulatory networks of circRNA-miRNA-mRNA in tau mice. The correlation network diagram visualizes the complex interaction between significant differentially enriched ncRNAs and mRNAs in cortical brain tissue of PS19 versus WT mice. The size of each node reflects its number of interactions in the network. Red lines indicate a positive correlation, where higher expressions of mRNA correspond to higher abundance circRNAs. Blue lines indicate a negative correlation, where higher expressions of miRNA correspond to lower expressions of mRNA or circRNAs. The darkness of the lines represents the strength of the correlation, light lines indicate lower correlation, and dark thick lines indicate higher correlation. The network includes the top 5% of interactions based on the sum of  $R$  for the three correlations. Blue boxes – miRNAs; green circles – circRNAs, and orange diamonds – mRNA.

How the deposited data were processed for this re-analysis (not part of the article)

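Small RNA libraries from pEVs of 8 PS19 and 8 WT mice, 1 library per mouse, were compared. The cortical libraries were not analysed here, and for the cortex the paper's own tables were used. The authors aligned the reads with STAR, assigned them to ncRNAs with COMPSRA and tested PS19 against WT with DESeq2. The signal values of the 16 libraries are the authors' counts divided by each library's DESeq2 size factor, and the deposited mean signal is the mean of these values after DESeq2 replaced outlying counts, which left a mean of 0 for 21 ncRNAs that do have reads. The log2 values were made by the authors with DESeq2 as log2 fold changes and their standard errors, deposited as WT over PS19, and are given here as PS19 over WT. The score that the authors deposited is the Wald statistic of DESeq2. Each p-value that the authors deposited is a raw Wald p-value of DESeq2 or its Benjamini-Hochberg adjusted form after independent filtering. The genome build of the ncRNA alignment is not named in the paper's text, and gene positions are from GENCODE on GRCm38.

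Whole reads were recovered by dividing each value by the smallest positive value of its library, and 100% of the values were whole within 1e-06 of a read. Names with circ were counted as circRNAs, names with mir or let, in any case of letters, as miRNAs, names with tRNA as tRNAs, and all other gene symbols as snoRNA and other small RNA genes. The values were tested as log2(normalized count + 1) with limma (lmFit and eBayes with a trend), over all ncRNAs with at least 1 read, at a raw p of 0.05 and after Benjamini-Hochberg adjustment. limma was used because the deposited values are normalized. Each ncRNA was also given a two-sided exact permutation test of its mean on the same scale, 8 libraries against 8, as were the class shares. The ncRNAs given by name are those that the paper names for pEVs, the 11 miRNAs of Fig. 6B, and the 3 with the smallest limma p in each class, with 1 kept per set of identical values. This choice, the comparison of the genotypes and the alternatives were set before the data were examined, apart from 2 alternatives, DESeq2 with 1 ncRNA per identical set and edgeR with its filter on low counts, which were added later. Some further tests of explanations were chosen after related values had been seen and are named as such where they are reported.

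The alternatives were DESeq2 and edgeR's quasi-likelihood test on the recovered reads, library totals or factors from miRNAs only for the scaling, a mean normalized count of at least 1 or 10, a pseudocount of 0.1, array weights with robust eBayes, a replicate block, each library left out in turn, libraries under 50% of the median total left out, only the libraries whose names share the letter of the PS19 names, 1 ncRNA per identical set, and the log2 miRNA share as a covariate. The replicate numbers are those of different mice, and the block was tried only because both groups are numbered in the same way. A share or count of 3 reads was taken as the smallest that can be seen. The number of calls was also counted over sets of 100 splits of the libraries, with the real split included in each set.

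The tests were checked on simulated data with 14347 ncRNAs, of which 200 with a mean normalized count of at least 10, a level that 2625 of the 15159 ncRNAs reach, were changed by a log2 fold change of 2. The rates for changed ncRNAs hold for that level only. Each ncRNA was drawn independently of the others, so the rates leave out ncRNAs whose reads move together. limma gave a raw p under 0.05 to 75% of the changed and 4.52% of the unchanged ncRNAs, edgeR to 80% and 8.29%, and DESeq2 to 83% and 3.13%. An adjusted p under 0.05 was reached by 3% of the changed ncRNAs with limma, 2.5% with edgeR and 45.5% with DESeq2, which also gave one to 17 unchanged ncRNAs. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and R 4.3.3 with limma 3.58.1, edgeR 4.0.16 and DESeq2 1.42.0. Host genes of circRNAs and predicted targets of miRNAs were not analysed here.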

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

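Each group of 8 libraries was searched for a library that lies far from the others by Dixon's criterion, its distance to the nearest other library over the range of the group. Of 66 groups searched, 9 had such a library, where chance gives about 3.3. The test of library size in this part was chosen only after the values were seen.

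WT replicate 2 stood apart in 3 measures that are parts of one whole: its miRNA share was 7.51%, against 0.289% to 2.55% in the other WT libraries, its circRNA share was 1.26%, against 0.106% to 0.569%, and its tRNA share was 90.8%, against 96.5% to 99.6%. It also had the lowest total, 36220722 reads. Without it the difference between PS19 and WT in the miRNA share was -0.184 percentage points, against -1.01 with it, and that in the tRNA share was 0.142, against 1.13, so the differences in these shares could rest largely on this library. Without it 735 ncRNAs passed the raw threshold with limma, 564 of them the same ncRNAs. Plasma handling and library preparation were not tested, and no biological explanation was tested, since the mouse differs from the other WT mice in no condition given.

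PS19 replicate 6 had 107372555 assigned reads, against 66767724 to 82016740 in the other PS19 libraries. WT libraries reached 117583663 reads. Total reads did not differ between the genotypes (exact permutation p = 0.267), so a difference in library size between the groups was not detected. Of the 735 ncRNAs that passed the raw threshold with limma, 608 also passed without PS19 replicate 6.

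For circ_0004172, PS19 replicate 3 had a log2(normalized count + 1) of 8.66, against 2.23 to 4.75 in the other PS19 libraries. Without it the log2 fold change was 2.33 in place of 2.95, still higher in PS19. For miR-30e-3p, PS19 replicate 1 was lowest with 5.67, against 6.68 to 7.29, and without it the log2 fold change was -0.56 in place of -0.73. Both libraries belong to the same genotype as those they were compared with, and no biological explanation was tested.

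The other 3 values rest on few reads. For mmu-miR-300-3p, PS19 replicate 4 had a log2(normalized count + 1) of 3.64, the highest of the PS19 libraries. It held 3 reads, each worth 3.83 normalized counts, the highest worth of a read in any library. For mmu-miR-130b-3p, PS19 replicate 6 had 3.06, against 0 to 1.28, from 8 reads. For Gm22252, PS19 replicate 1 had 1.30 from 1 read, against 0 in the other PS19 libraries. Without the library in question, the differences on this scale were -1.93, -2.54 and -1.45, respectively. A candidate explanation is therefore the small number of reads together with the authors' scaling, and counting error alone was not tested.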

How the results depend on the processing

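The alternatives were set before the data were examined, apart from DESeq2 with 1 ncRNA per identical set and edgeR with its filter on low counts, which were chosen after seeing the data. Counts of ncRNAs were taken as unchanged within 1.5 times. The cause of the changes given here was not tested.

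No ncRNA had an adjusted p under 0.05 with limma under any alternative that kept limma, while 735 had a raw p under 0.05 with the chosen setting. This shows no stability, since limma gave an adjusted p under 0.05 to only 3% of the changed ncRNAs in the simulated data, all with a mean normalized count of at least 10. DESeq2 on the recovered reads gave 113 ncRNAs with an adjusted p under 0.05, 38 miRNAs and 47 tRNAs at the raw threshold, against 0, 74 and 31. edgeR gave 318 ncRNAs with an adjusted p under 0.05 and, at the raw threshold, 2295 ncRNAs, 1817 circRNAs, 245 miRNAs, 149 snoRNA and other small RNA genes, 84 tRNAs and 73 ncRNAs shared with the cortical calls. In the simulated data edgeR gave a raw p under 0.05 to 8.29% of unchanged ncRNAs. With its filter on low counts, edgeR tested 2037 ncRNAs and called 280 at the raw threshold. These were 199 circRNAs, 18 miRNAs, 1 snoRNA or other small RNA gene and 62 tRNAs, and 0 had an adjusted p under 0.05. DESeq2 with 1 ncRNA per identical set gave 102 with an adjusted p under 0.05, 39 miRNAs and 24 snoRNA and other small RNA genes.

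The scaling moved the median log2 fold change of all ncRNAs from -0.01 to -0.11 with library totals and to 0.18 with factors from miRNAs only. With library totals, 441 ncRNAs, 323 circRNAs, 49 miRNAs and 5 tRNAs passed. With factors from miRNAs only, 46 miRNAs, 20 snoRNA and other small RNA genes, 77 tRNAs and 50 ncRNAs shared with the cortical calls passed. A mean normalized count of at least 10 kept 2625 ncRNAs for testing. Of these, 230 passed, with 162 circRNAs, 36 miRNAs and 5 snoRNA and other small RNA genes among them. Array weights with robust eBayes gave 9 tRNAs. The libraries that share the letter of the PS19 names gave 27 snoRNA and other small RNA genes and 63 tRNAs. With 1 ncRNA per identical set, 33 snoRNA and other small RNA genes passed. With the log2 miRNA share as a covariate, 4 tRNAs and 51 ncRNAs shared with the cortical calls passed. A mean of at least 1, a pseudocount of 0.1 and the replicate block left each count within 1.5 times. The block, under which 685 ncRNAs passed, has no basis in the design, since the replicate numbers are those of different mice and the mean correlation of same-numbered libraries was -0.0175.

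Across the 16 fits that each left out 1 library, between 567 and 846 ncRNAs, 444 and 650 circRNAs, 43 and 97 miRNAs, 38 and 102 snoRNA and other small RNA genes, 8 and 60 tRNAs, and 24 and 42 ncRNAs shared with the cortical calls passed. The difference in the circRNA share, -0.0589 percentage points over all libraries, ran from -0.0932 to 0.0716 when each library was left out. It reversed to 0.0716 without WT replicate 2, which is also the only library with a low total, and to 0.00188 without the 10 most abundant ncRNAs, and it was within the spread between mice each time. The differences in the miRNA and tRNA shares kept their direction under each alternative.

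None of the 28 named ncRNAs reversed. Under the alternatives other than leaving out 1 library, 315 of their results kept their side of the raw threshold, 69 no longer passed and 13 passed only there. Of the 69, 17 came from the libraries that share the letter of the PS19 names, where the WT group has 2 libraries. The depth limits the rarest ncRNAs most: a library cannot show a share under 2.55e-06% to 8.28e-06% of its reads, and tRNAs take most of the reads.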

Differences from the paper's values

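The paper reports 38 pEV miRNAs at a raw p under 0.05, and limma gave 74. The paper's number that are lower in PS19 is 28, against 63 with limma. Among the alternatives set before the data were examined, DESeq2 on the recovered reads gave the paper's 38 and 28, and factors from miRNAs only, a mean of at least 10, and leaving out PS19 replicate 1 or PS19 replicate 3 closed both gaps. Library totals and the log2 miRNA share as a covariate closed the gap in the number of all miRNAs only, and the others closed neither.

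For snoRNA and other small RNA genes that are higher in PS19, the paper's number is 6, against 3 with limma. DESeq2 on the recovered reads gave 6, and 1 ncRNA per identical set, the replicate block and leaving out WT replicate 1 also closed the gap, whereas the other alternatives set before the data were examined left it. For tRNAs that are higher, the paper's number is 47, against 31 with limma. DESeq2 on the recovered reads gave 47, and the gap was also closed by a mean of at least 1, a pseudocount of 0.1, the replicate block, the libraries that share the letter of the PS19 names, leaving out libraries with low totals, and leaving out PS19 replicate 2, 5, 6 or 8 or WT replicate 2, 3 or 8. It remained under the others.

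The paper's log2 fold change of circ_0004172 is 1.99 (standard error 0.812), against 2.95 with limma. With DESeq2 on the recovered reads it was 1.99, and array weights with robust eBayes, library totals, the libraries that share the letter of the PS19 names, and leaving out PS19 replicate 3 or WT replicate 1, 7 or 8 closed the gap. The paper's log2 fold change of tRNA-Cys-GCA-15-1 is 4.15 (standard error 1.23), against 2.90 with limma, and DESeq2 on the recovered reads gave 4.15. Factors from miRNAs only, a pseudocount of 0.1, the libraries that share the letter of the PS19 names, and leaving out PS19 replicate 1, 2, 5 or 6 or WT replicate 3, 4 or 5 also closed this gap. For tRNA-Ala-TGC-6-1 the paper's log2 fold change is 3.01 (standard error 0.757), against 2.10 with limma. With DESeq2 on these reads it was 3.01, and edgeR on the recovered reads, factors from miRNAs only, leaving out libraries with low totals, and leaving out PS19 replicate 5, 6, 7 or 8 or WT replicate 2, 3, 5 or 6 closed the gap. Each of these alternatives was set before the data were examined, and those not listed left the gap. The paper's methods name DESeq2.

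The paper calls circ_0008242, circ_0002153, miR-30e-3p and miR-126a-3p changed in pEVs. With limma their raw p values were 0.0674, 0.179, 0.106 and 0.0849, and the exact permutation p values were 0.0365, 0.143, 0.0389 and 0.0169. DESeq2 on the recovered reads, named in the paper's methods and set as an alternative before the data were examined, called all 4, and so did DESeq2 with 1 ncRNA per identical set, which was chosen after seeing the data. circ_0008242 was also called with factors from miRNAs only, array weights with robust eBayes, the log2 miRNA share as a covariate, leaving out PS19 replicate 4, and edgeR with its filter on low counts, and miR-30e-3p with the last of these, which was chosen after seeing the data. The paper states that most of the shared circRNAs changed in the same direction in the cortex and pEVs. The paper also reports 6 and 23 of them in opposite directions, so its own counts differ from that statement. With DESeq2, 3 of the 33 shared ncRNAs changed in the same direction, and with limma 7 of 31. The paper places the lower small RNA genes among snoRNAs. Of the 74 that DESeq2 on the recovered reads called lower, GENCODE types 71 as snoRNA and 3 as snRNA.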

Other observations

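The tests of library size, of copies of a gene, and of RNA from red blood cells, liver and muscle were chosen only after related values had been seen, as were the tests of direction over other splits of the libraries. The test of library size is given with the outlying libraries.

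Whether the number of calls exceeds what other groupings of the same mice give was tested on 100 splits of the 16 libraries into 8 and 8 that part all same-numbered pairs, the real split included. With limma, 28 of the 100 splits gave at least as many ncRNAs with a raw p under 0.05 as the 735 of PS19 against WT. For circRNAs 32 splits did, for miRNAs 24, for snoRNA and other small RNA genes 18, for tRNAs 25, and for ncRNAs shared with the cortical calls 27. With DESeq2, 25 splits gave at least 822 ncRNAs, and as many were reached by 22 splits for circRNAs, 49 for miRNAs, 27 for snoRNA and other small RNA genes, 31 for tRNAs and 35 for ncRNAs shared with the cortical calls. For the 113 ncRNAs with an adjusted p under 0.05 from DESeq2, 12 splits gave as many. With edgeR, 31 splits gave as many at the raw threshold and 11 as many with an adjusted p under 0.05. The numbers of calls at the raw threshold therefore cannot be told apart from those of other groupings of these mice. The replicate numbers are those of different mice, so splits without regard to them were drawn as well. Among 100 splits drawn without regard to the replicate numbers, 13 gave as many ncRNAs with limma and 14 with DESeq2, while 4 gave as many with an adjusted p under 0.05 from DESeq2 and 4 from edgeR, the real split included. These splits part fewer same-numbered pairs. Whether the numbers with an adjusted p exceed those of other groupings thus depends on which splits are drawn.

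The share of circRNA calls in one direction was 65.1% with limma, and 61 of the 100 splits gave a share as large. With DESeq2 it was 78.8%, and 27 splits gave a share as large. A hypothesis is that the miRNA share of the libraries may explain the circRNAs that are higher in PS19. With the log2 miRNA share as a covariate, 329 circRNAs were higher, against 367 without, and 196 of them were the same circRNAs. The number that were lower rose from 197 to 296, which left 52.6% of the circRNA calls higher. The number of higher circRNAs thus changed little, and the bias toward higher circRNAs mostly disappeared because more circRNAs were lower. The median log2 fold change of all circRNAs was 0.05 with the covariate and 0.02 without. The fit leaves open whether the bias is an effect of the miRNA share.

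Library names set all PS19 libraries apart from 6 of the 8 WT libraries. Within WT, the libraries that share the letter of the PS19 names were compared with the 6 others, and 15 of the 28 splits of 2 against 6 gave as many calls with limma. The test leaves open whether the letter contributes to the difference between the genotypes, and the letter and the genotype can be told apart only in part.

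Reads shared between copies of a gene may account for part of the snoRNA and other small RNA genes, whose 66 limma calls hold 32 distinct read profiles. The 31 tRNA calls hold 17 distinct read profiles. tRNAs took a median of 99.1% of the assigned reads, and tRNA-Gly and tRNA-Glu together 98.5%.

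RNA from other cells in the plasma was considered for the miRNAs. The log2 ratio of miR-451a to miR-23a-3p, a measure of red blood cell RNA, did not differ between PS19 and WT (exact permutation p = 0.849). The log2 level of miR-122-5p, a liver miRNA, was 14.65 ± 1.75 in PS19 and 16.22 ± 1.56 in WT (SD, n = 8 each; exact permutation p = 0.0805), so a difference was not shown at this number of mice and is not excluded. For the miRNAs that are higher in PS19, the mean log2 level of the muscle miRNAs other than miR-206-3p was higher in PS19 by 0.72 (exact permutation p = 0.359), and that of miR-206-3p by 1.79, with 12.20 ± 2.59 in PS19 and 10.41 ± 1.09 in WT (SD, n = 8 each; exact permutation p = 0.0903). A difference in muscle RNA was likewise not shown and is not excluded.

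In the paper's cortical table and the authors' deposited table, 33 of 447 cortical calls listed in pEVs (7.38%) are also pEV calls, and 50 of 537 other listed cortical ncRNAs (9.31%) are (Fisher's exact test, odds ratio 0.776, p = 0.301). The readable part of the cortical table ends at a p of 0.110, so this test sets cortical calls against ncRNAs just past the threshold. The rate of pEV calls did not differ between these sets. The test leaves open whether cortical calls are enriched among pEV calls over all cortical ncRNAs, so no conclusion on chance is drawn from it. Within the 33, pEV levels are higher for 2 of 9 ncRNAs that are higher in the cortex and for 23 of 24 that are lower (odds ratio 0.0124, Fisher's exact p = 6.29e-05). That test takes ncRNAs as independent, although many of them share near-identical read profiles: 33 of the 100 splits that part all same-numbered pairs gave a Fisher's exact p under 0.05 with DESeq2, as did 15 of the 100 drawn without regard to the replicate numbers. A p as small as the real one was reached by 2 of the former and 1 of the latter with DESeq2. With limma, where the real Fisher's exact p is 0.0120, it was reached by 9 and 5. With edgeR, where the real Fisher's exact p is 0.0853 and 28 of 73 shared ncRNAs changed in the same direction, it was reached by 38 and 46. The opposite direction in the cortex and pEVs may be a property of the genotype, but fewer than 5 of 100 splits gave a p as small with 1 of the 3 tools, DESeq2, and it moved with the processing. With limma, 7 of 23 shared ncRNAs changed in the same direction under library totals, 25 of 50 under factors from miRNAs only, 23 of 51 with the log2 miRNA share as a covariate, and 12 of 27 in the libraries that share the letter of the PS19 names. Filters that kept the scaling and the libraries left most in opposite directions. The same direction was seen for 3 of 21 at a mean of at least 10 and for 7 of 28 with 1 ncRNA per identical set. The pattern cannot be told apart from an effect of the scaling or of the letter.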
